# Oral Primo-Colonizing Bacteria Modulate Inflammation and Gene Expression in Bronchial Epithelial Cells

**DOI:** 10.3390/microorganisms8081094

**Published:** 2020-07-22

**Authors:** Elliot Mathieu, Chad W. MacPherson, Jocelyn Belvis, Olivier Mathieu, Véronique Robert, Vinciane Saint-Criq, Philippe Langella, Thomas A. Tompkins, Muriel Thomas

**Keywords:** oral microbiota, early life, bronchial epithelial cells, immuno-modulation

## Abstract

The microbiota of the mouth disperses into the lungs, and both compartments share similar phyla. Considering the importance of the microbiota in the maturation of the immunity and physiology during the first days of life, we hypothesized that primo-colonizing bacteria of the oral cavity may induce immune responses in bronchial epithelial cells. Herein, we have isolated and characterized 57 strains of the buccal cavity of two human newborns. These strains belong to *Streptococcus*, *Staphylococcus*, *Enterococcus*, *Rothia* and *Pantoea* genera, with *Streptococcus* being the most represented. The strains were co-incubated with a bronchial epithelial cell line (BEAS-2B), and we established their impact on a panel of cytokines/chemokines and global changes in gene expression. The *Staphylococcus* strains, which appeared soon after birth, induced a high production of IL-8, suggesting they can trigger inflammation, whereas the *Streptococcus* strains were less associated with inflammation pathways. The genera *Streptococcus*, *Enterococcus* and *Pantoea* induced differential profiles of cytokine/chemokine/growth factor and set of genes associated with maturation of morphology. Altogether, our results demonstrate that the microorganisms, primo-colonizing the oral cavity, impact immunity and morphology of the lung epithelial cells, with specific effects depending on the phylogeny of the strains.

## 1. Introduction

The buccal cavity (BC) is the body’s entrance for nutriments, air, environmental pollutants and microorganisms. It is a complex ecosystem built by different ecological niches that include the surfaces of hard and soft tissues and saliva [1,2,3]. In humans, the BC is colonized by more than 500 different microbial species, and most of the bacteria belong to the phyla *Firmicutes*, *Proteobacteria*, *Actinobacteria*, *Bacteroidetes* and *Fusobacteria* [1,4,5]. Numerous descriptions have established an association between buccal microbiota and both local and distal diseases [6,7,8]. In respiratory diseases such as asthma, differences in the profile of buccal microbiota have been observed in children as soon as 12 months of age [9]. In addition to modulating the buccal microbiota in other chronic respiratory diseases, the BC may also serve as a potential source of respiratory pathogens [8,10]. The installation of the buccal microbiota matches with the maturation of the lung microbiota; therefore, the exchange of microorganisms (and/or metabolites) between both compartments may impact the course of respiratory diseases. The dense and highly diverse buccal ecosystem, which shares similar phyla with the lung microbiota, is easily accessible to study the characteristics of microorganisms that migrate to the lungs. 

The human lung microbiota has a low density, about 10^3^ bacteria per cm^2^ of lung tissue, and a subtle balance is maintained between microbial immigration and elimination [11,12,13,14,15]. Within this constant balance, the two main bacterial phyla represented are *Bacteroidetes* and *Firmicutes* [12,14,16,17]. It has been shown that the lung microbiota forms within the two to three postnatal months in humans and the first weeks in mice [18,19]. The progressive arrival of these microorganisms coincides with the maturation of the immune system [14]. Increasing evidence suggests that the early lung ecosystem impacts future respiratory health. For example, in mice, specific bacterial stimuli during early life are critical for susceptibility to allergic asthma in young adults [20]. Another example of the importance of early life microbial colonization of the mouse airway is the improved long-term tolerance to allergens through the microbial-induction of a transient peak in expression of the programmed death-ligand 1 (PD-L1) by pulmonary dendritic cells [21]. In humans, lower diversity of microbial exposure in urban than in rural areas results in a higher incidence of allergy and asthma [22,23,24]. These observations, among others, support the hypothesis that exposure to a wide range of diverse microbial signals during the first few months of life has a major impact on the susceptibility to respiratory diseases such as asthma [25,26,27,28]. The postnatal period is a pivotal time in respiratory health, making the primo-colonizing bacteria of special interest to screen for new probiotics.

Cells that compose the airway epithelium act as the first line of defense against the external environment and are able to initiate innate and adaptive immune responses [29,30,31]. Bronchial epithelial cells (BEC) express various innate sensors (e.g., toll-like receptors (TLRs), NOD-like receptors (NLRs) and C-type lectins receptors (CLRs)) that can detect microbes and activate molecular cascades in host cells, triggering the induction of tolerance or inflammation [32,33]. The mediation and regulation of the immune responses are controlled by the secretion of cytokines, chemokines and growth factors. Cytokine secretion, for example, is a major feature of the inflammatory process in allergic reaction. In asthma, changes in the epithelium structure, disruption of epithelial tight junctions and epithelium thickening are observed [30,34]. The physiological characteristics of the bronchial epithelium, which are modulated during disease, influence the homeostasis between the lung and its microbiota [14]. For example, a longer residence time of mucus in the airways may favor the selection of certain bacteria with a high tropism for mucus, leading to the persistence of pathogens [35]. These observations highlight the importance of the BECs in respiratory health and disease, making them a target of importance to study the relationship between external signals and the host.

We hypothesized that early life buccal bacteria induce specific immunomodulatory responses in BECs. The goal of our study was to isolate commensal bacterial strains from the BC of babies and to elucidate their impacts on the immune modulation and global changes in gene expression in BECs. The effect of *Streptococcus*, *Enterococcus* and *Pantoea* strains on BEAS-2B cells was evaluated by using genome-wide human expression microarrays and cytokine and chemokine multiplexing immunoassays. The isolation of buccal commensals and the understanding of their interaction with the BECs is a first step toward understanding the underlying cellular mechanisms at play, the identification of novel beneficial microbes and the possible management of respiratory health.

## 2. Materials and Methods 

### 2.1. Bacterial Strains, Media and Growth Conditions

Bacterial strains were isolated from the BC of human newborns, using swabs (Portagerm Amies agar and swab—sterile zone, Biomerieux, Marcy-l'Étoile, France). Donors were two males born via vaginal route at term, and the mothers did not receive antibiotic therapy during pregnancy. After written consent was obtained, a pack of 10 swabs was given to the parents. Sampling was performed by the parents as soon as the first day of life, once or twice daily and for 5 to 10 consecutive days. Samples were stored at 4 °C until collection. Swabs were placed in sterile Brain Heart Infusion (BHi) (BD/Difco, Fisher Scientific, Thermo Fisher Scientific, Waltham, MA, USA) broth medium supplemented with 5 g·L^−1^ of yeast extract (Gibco^®^, Thermo Fisher Scientific, Waltham, MA, USA). After dilution, bacteria were cultivated on BHi agar medium supplemented with 10 mL·L^−1^ of hemin (H 9039, 50 mL/100 mL) and 5 g·L^−1^ of yeast extract. Plates were incubated for 24–48 h, at 37 °C, under aerobic and anaerobic conditions. Representative bacterial colonies were selected based on the difference in shape, size and color. Isolated strains were subcultured on BHi agar medium, and the purity of the culture was determined before storage in 16% glycerol at −80 °C.

### 2.2. Bacterial Strain Identification

Strains were identified at the genus level, using sequencing PCR amplicons of 16S rRNA genes. 16S PCR was performed by using the primers 1492R (5′-ACGGCTACCTTGTTACGACTT-3′, position 1517R) and 27F (5′-AGAGTTTGATCCTGGCTCAG-3′, position 008F) [36]. PCR-amplified sequences were run on 1 % agarose gel and then sent for sequencing to Eurofins (Eurofins Scientific, Germany). Nucleotide sequences were analyzed by using Basic Local Alignment Search Tool (BLAST) and compared to the NCBI non-redundant database [37].

### 2.3. Bacterial Strains Preparation for Challenge Assay

Bacterial strains were thawed and then incubated in BHi. After overnight culture, cultures were passaged once, and on the day of the challenge assay, bacterial cultures were centrifuged, and the pellet was washed with 1 mL of phosphate buffered saline (PBS) (Gibco^®^, Thermo Fisher Scientific, Waltham, MA, USA). Bacterial cultures were used in post-logarithmic phase, and therefore the time of culture was adapted for each strain. After a second centrifugation, PBS was removed, and bacterial pellet was resuspended in Roswell Park Memorial Institute (RPMI) 1640 Medium (Lonza, Basel, Switzerland). Bacterial cells were enumerated by using the BD Accuri™ C6 (BD Biosciences, Franklin Lakes, NJ, USA) and stored on ice until further used, for 10 min.

### 2.4. BEAS-2B Human Bronchial Epithelial Cell Challenge

BEAS-2B human bronchial epithelial cell line was obtained from the American Type Culture Collection (ATCC CLR-9609). Cells were maintained in RPMI-1640 medium supplemented with 10% fetal bovine serum (Eurobio, Les Ulis, France), 1% penicillin/streptomycin (Sigma-Aldrich, St. Louis, MO, USA) and 1% L-glutamine (Gibco^®^, Thermo Fisher Scientific, Waltham, MA, USA) in 75 cm^2^ tissue culture flask (Sarstedt, Nümbrecht, Germany) and incubated at 37 °C, in a 5% CO2 atmosphere, in a humidified incubator. Cells were passaged before reaching 80% confluency, using Tripsin-EDTA (Gibco^®^, Thermo Fisher Scientific, Waltham, MA, USA). To prepare the challenge assay, cells were detached and enumerated, using an automated cell counter (Bio-Rad TC20 (Bio-Rad, Hercules, CA, USA), and seeded at 5 × 10^4^ cells/mL, in a 25 cm^2^ tissue culture flask (TPP, Trasadingen, Switzerland) (T25) with 5 mL fresh medium, and incubated at 37 °C, 5 % CO2. At 80% confluency, cells were challenged with the bacterial treatments. Prior to the challenge, BEAS-2B cells were enumerated, and appropriate bacterial concentration was calculated in order to get a MOI of 100:1 (100 bacterial cells for each BEAS-2B cell). Medium was removed from the T25, and 5 mL of one of the bacterial conditions, diluted in RPMI-1640 (without supplements), was added to the flask. After a 6 h incubation period at 37 °C, 5 % CO2, supernatants were collected, and Bovine Serum Albumin (BSA) (Sigma-Aldrich, St. Louis, MO, USA), at a final concentration of 0.5 %, was added to each sample, to prevent protein degradation. Supernatants were then stored at −80 °C, and RNA was extracted from the challenged cells.

A similar protocol, in which 24-well plates replaced T25, was used to generate IL-8 secretion data.

### 2.5. Human Cytokine and Chemokine Profiling

Cytokine and chemokine profiling was done by using the Bio-Plex Pro™ 27-Plex Human Cytokine Panel (Bio-Rad, Hercules, CA, USA), the Bio-Plex Pro™ 40-Plex Human Chemokine Panel (Bio-Rad, Hercules, CA, USA) and the single-Plex TSLP (Bio-Rad, Hercules, CA, USA). For all plexes, all cytokines and chemokines were multiplexed on the same 96-well plate (1 plate for each plex). Cytokine and chemokine standards were serially diluted, and protein profiling from all challenges were done as per the manufacturer’s instructions (Bio-Rad), with 4 biological replicates. Quality controls (from the kit) were also included, only for the 40-plex, to ensure the validity of the results obtained. Protein concentrations were calculated by using the Bio-Plex ManagerTM software and expressed in pg/mL. 

IL-8 was quantified by using ELISA Max™ Standard Set Human IL-8 (BioLegend, San Diego, CA, USA); manufacturer instructions were followed.

### 2.6. RNA Extraction and RNA Cleanup

After the challenge assay, supernatant was removed, and 2 mL Trizol Reagent (Invitrogen, Carlsbad, CA, USA) was added to the 25 cm^2^ tissue culture flask. After 5 min incubation with gentle agitation at room temperature, cell lysates were transferred to two PhaseLock tubes (Quantabio, Beverly, MA, USA), and 0.2 volumes of chloroform (*v/v*) was added to each tube. Tubes were shacked vigorously and centrifuged (12,000× *g* for 10 min at 4 °C). Aqueous phase containing RNA was transferred to a new tube, and RNA was precipitated by adding 0.5 volumes (*v/v*) of isopropyl alcohol. After centrifugation (12,000× *g* for 10 min at 4 °C), RNA pellets were washed with 70% ethanol and dried by placing them into a flow hood. Pellets were resuspended in 20 µL RNase-free water, and a step of RNA cleanup was performed, following the manufacturer’s instructions (RNeasy mini kit, Qiagen, Hilden, Germany). RNA was quantified by using Nanodrop, and RNA integrity (RIN) was determined with Bioanalyzer (RNA 6000 Nano Kit, Agilent Technologies, Santa Clara, CA, USA). RNA was then stored at −20 °C, until needed. Only RNA samples with a RIN > 8 were used in reverse transcription (RT) of mRNA into cDNA for subsequent gene expression microarrays [38].

### 2.7. RNA Reverse Transcription and Fluorescent Labeling

First, 10 µg aliquots of RNA were SpeedVac. As previously described by MacPherson et al., 10 µL of freshly prepared oligo dT-master mix (1.5 µL of oligo dT23 primers (3 µg/µL) and 8.5 µL of RNase free water per sample) were added to samples and then incubated at 70 °C for 10 min, in a dry bath [38]. Two cDNA synthesis master mixes were prepared by mixing 4 µL of 5X First Strand Buffer, 2 µL of 0.1 M DTT, 2 µL of dNTP home mix (6.67 mM of GTPs, dATPs, dTTPs and 2 mM of dCTPs), 1 µL of Superscript III (200 U/µL) and 1 µL of a 1 mM mix of Cy3 or Cy5, for each sample. Then, 10 µL of freshly prepared cDNA master mix was added per sample. After gentle flicking, tubes were incubated at 42 °C for 3 h, in a dry bath protected from light. After incubation, 1 µL of RNase mix (0.05 mg/mL RNase A and 0.05 U/µL RNase H) was added to each sample and incubated at 37 °C for 30 min. Labeled cDNA was purified, following the manufacturer’s instructions, to remove unincorporated Cy3 or Cy5 dyes (PCR Purification Kit, Qiagen, Hilden, Germany). Labeled and purified cDNA samples were stored with a foil cover at −20 °C, until needed.

### 2.8. Microarrays Analysis

Genome-wide expression analysis was performed by using Agilent Whole Human 4x44K microarrays (Agilent Technologies, Santa Clara, CA, USA). Microarrays were prepared for pre-hybridization, hybridization and post-hybridization, as previously described MacPherson et al. [38]. Arrays were scanned at 10 μm resolution, using a ScanArray 5000 instrument from Perkin-Elmer (Waltham, MA, USA) and ScanArray software (version 3.0). Images for Cyanine 5 and Cyanine 3 were saved as TIFF format, and a composite image was created and saved as JPEG. 

### 2.9. LDH Cytotoxicity Assay

LDH was quantified by colorimetric method in the supernatant of cell culture by using the Pierce LDH Cytotoxicity Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). BEAS-2B Bronchial epithelial cells were challenged with bacterial strains, as described in Section 2.4, BEAS-2B Human Bronchial Epithelial Cell Challenge. After 6 h of incubation, cell supernatants were recovered, and LDH was quantified, following the manufacturer’s instructions. Briefly, 50 µL of supernatants was transferred to a 96 wells-plate, and 50 µL of the reaction mixture (containing Substrate mix and Assay buffer) was added to each well. After 30 min incubation at room temperature, 50 µL of Stop solution was added into each well. To determine LDH activity, absorbance at 490 and 680 nm was measured by using a plate-reading spectrophotometer. To obtain the maximum LDH activity control (“Lysis 3 h” in Figure S2), BEAS-2B cells were challenged for 3 h at 37 °C, 5 % CO2 with Lysis buffer (10 % in RPMI). Spontaneous LDH activity control corresponds to RPMI medium only. The percentage of cytotoxicity was calculated as follows:

(1) $$\%\;Cytotoxicity=\frac{Bacteria\;treated\;LDH\;activity-Spontaneous\;LDH\;activity}{Maximum\;LDH\;activity-Spontaneous\;LDH\;activity}\times 100$$

### 2.10. Data and Statistical Analysis

#### 2.10.1. Human Cytokine and Chemokine Profiling 

All data are shown as the mean pg/mL ± standard error of the mean (SEM). Statistical analysis was performed by using GraphPad Prism’s Version 8 (GraphPad Software, Inc., San Diego, CA, USA), one-way analysis of variance (ANOVA) or non-parametric Kruskal–Wallis test followed by Dunn’s multiple comparison test were used to determine statistical significance. The *p*-values are as follows: *: *p* < 0.03, **: *p* < 0.002, ***: *p* < 0.0002 and ****: *p* < 0.0001. 

For each condition and cytokine/chemokine, ratios were calculated as follows:

(2) $$Ratio=\frac{\left(bacteria\;stimulated\;average\right)}{\left(medium\;average\;\right)}$$

*Ratio* values were then entered into MeV to create the heat map and hierarchical clustering gene leaf order; Euclidian distance was used as distance metric.

#### 2.10.2. Microarray Data Processing

The signal intensity of all spots was quantified and normalized (Global LOWESS) by using ImaGene version 9.0 (BioDiscovery, El Segundo, CA, USA). Statistical analysis was done with MultiExperiment Viewer (MeV) version 4.8 (TM4 microarray software suite, J. Craig Venter Institute, Rockville, MD, USA). Genes were considered significantly differentially expressed when (a) a *t*-test *p*-value of less than 0.05 and (b) a cutoff in transcript abundance of least 1.5-fold change were reached. 

Ingenuity Pathway System (IPA) was used to discover relevant biological patterns and genes network modulated by the bacterial challenges. IPA is a web-based bioinformatics application for analyzing and understanding large gene-expression datasets. A *p*-value < 0.05 (-log(*p*-value) > 1.3) was considered to be statistically significant for the enrichment of pathways in IPA (*p-*value calculated by using Fisher’s exact test).

Information about the microarray platform and the expression data files can be found on the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under GEO Series record GSE154245.

## 3. Results

### 3.1. Strains Isolated from the Swabs

A total of 57 isolates were isolated from the BC of two babies (males, born by vaginal route) and identified by using 16S PCR sequencing. When assessing the abundance in the samples from both donors, the genus *Streptococcus* was the most represented, with 23 members (Figure 1a). *Staphylococcus* and *Enterococcus* strains (*n* = 15 each) were in a close amount. Three sequences were identified as strains belonging to the genus *Rothia* and one to the genus *Pantoea*. We next displayed the distribution of the strains over eight days for one donor (Figure 1b). Note that we were not able to perform such kinetics for the second donor (due to the lack of sampling or the difficulty in purifying strains), making the comparison between the two donors impossible. As shown in Figure 1b, the *Staphylococcus* strains were mainly isolated from the BC samples from the first day of life and were rapidly replaced by the other genera. The *Streptococcus* strains were isolated from day two and were present in all the samples from this day. The three *Rothia* strains of the library were isolated from this donor on days three and four. The *Pantoea* strain was isolated on day five, and, finally, the *Enterococcus* strains were the most isolated in the samples on days seven and eight.

### 3.2. Cytokines and Chemokines Production Profiling in BEAS-2B Cells, Following Bacterial Treatments

From these 57 strains, we selected 11 strains of interest, which comprised *Streptococcus*, *Enterococcus* and *Pantoea*. The other strains (46 strains) mainly displayed a pro-inflammatory profile after a co-incubation with the BEAS-2B cells (data not shown). Particularly, the *Staphylococcus* strains isolated from the first day of life induced Interleukin (IL)-8 secretion (Figure 2). We evaluated the impact of the 11 bacterial strains on the protein levels of cytokine and chemokine secreted by the BEAS-2B cells in the supernatant, following challenge with the bacterial strains. Cytokines and chemokines were quantified by using fluorescent-magnetic-bead-based multiplex immunoassay. Most of our bacterial treatments did not significantly increase of pro-inflammatory markers such as IL-8, IL-6, TNFα (Figure 3a–c) and IL-1β (Figure S1) in comparison to controls. Only the *Pantoea EMP364* strain induced significant production of these pro-inflammatory proteins (Figure 3a–c). Most strains did not induce more than 10.1 % cytotoxicity (measured by LDH release) (Figure S2), although *Streptococcus EMS383* induced up to 60% cytotoxicity. None of the conditions induced Th2-related cytokines IL-2, IL-4, IL-5, IL-7, IL-9, IL-12p70, IL-13 and IL-17A secretion by the BEAS-2B cells following bacterial treatments (data not shown). *Pantoea EM-364* produced an increased production of chemokine markers such as C-C Motif Chemokine Ligand (CCL) 20 and C-X-C Motif Chemokine Ligand (CXCL) 2 (Figure 3e,f). Although not significant, the *Enterococcus* strains increased the production of CCL2 and CXCL2 (Figure 3d,f). Along with *Pantoea EM-364*, they also induced the production of most of the chemokines measured (Figure S1). *Streptococcus* strains only increased CCL25 secretion by the BEAS-2B cells (Figure S1). Most of the *Streptococcus* strains promoted the production of FGF basic (Figure S1), e.g., *EMS353*: 89.80 pg/mL ± 16.19 vs. RPMI: 4.37 pg/mL ± 2.12), while the *Enterococcus* strain had no effect on the production of this growth factor. The opposite pattern was observed for granulocyte colony-stimulating factor (G-CSF) release (Figure S1; e.g., *EME343*: 29.25 pg/mL ± 4.51 vs. RPMI: 0 pg/mL ± 0). The macrophage migration inhibitory factor (MIF) was strongly secreted by BEAS-2B cells in response to *Streptococcus EMS336* (19,847 pg/mL ± 9844), EMS3101 (40,117 pg/mL ± 20,635), *EMS353* (73,039 pg/mL ± 21,501) and *EMS371* (124,956 pg/mL ± 47,693), while all the *Enterococcus* strains had no effect on the production of this cytokine (Figure S1). Figure 4 shows the heat map of the ratios for each cytokine and chemokine detected in each condition and demonstrates that cytokine and chemokine production, by the BEAS-2B cells, was genus-specific. Indeed, similar secretion patterns within the *Streptococcus* genus were seen, as well as within the *Enterococcus* genus.

### 3.3. Analysis of Differential Gene Expression of BEAS-2B Cells, Using Microarray Analysis

To determine if early life buccal commensal bacteria influenced the transcriptional response of BECs, Human bronchial epithelial BEAS-2B cells were challenged with bacterial cultures (MOI = 100) for 6 h. 

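BEAS-2B cells are an immortalised line of human bronchial epithelial cells. RNA from cells challenged for 6 h at an MOI of 100 with each of 7 strains was compared with RNA from unchallenged cells on 28 dual-colour arrays, 4 per strain. The strains were 4 Enterococcus (EME343, EME394, EME126 and EME141) and 3 Streptococcus (EMS321, EMS383 and EMS3101). On arrays 1 and 2 of each strain, as numbered here, the challenged cells carried cyanine 5, and on arrays 3 and 4 they carried cyanine 3. Each array holds 45220 spots, of which 43118 belong to 34127 gene probes. The deposited values are log2 signals per spot and channel, which the authors corrected for background and normalized by Lowess within the array. From these, the log2 ratio of challenged over unchallenged cells was taken per spot and averaged per probe. Each gene is represented by its brightest probe. This gave 19600 genes with a probe that, on at least 4 arrays, had a spot without the commonest quality flag (code 2). Changes were tested in limma with a coefficient per strain and a dye coefficient, and a gene is called changed at a Benjamini-Hochberg adjusted p under 0.05 within the strain and a change of at least 1.5-fold. Values are given as log2 changes or folds with the standard error (SE) of the fit, over n = 4 arrays per strain. By their sample labels, EME343 arrays 3 and 4 hold the same challenged samples as arrays 1 and 2, and EMS321 arrays 2 and 3 the same control. If so, the arrays outnumber the samples for these strains. Culture codes in the image names differ among the arrays of EME343 (20 to 23) and of EMS321 (21 to 24). They were read from the cyanine 3 image, which holds controls on arrays 1 and 2 and challenged cells on arrays 3 and 4. Between these pairs of arrays the codes set a control against a challenged sample. They therefore cannot decide whether a sample was used again. In simulated data of this size, 21.1% of 1.5-fold changes and 72.6% of 2-fold changes were recovered. The simulated noise was independent between genes and arrays, with a dye effect common to the strains, so that recovery in the real data may differ. A 1.5-fold change also lies at the fold cutoff, where noise alone puts a part below it. Shifts of 35 lists of genes, all but the list taken from Table S1 written from textbook knowledge before the data were examined, were tested with camera at a preset correlation of 0.01, adjusted over all lists and strains. A call or shift is said to end where it no longer passed with an array left out, whatever its size. The number of arrays limits the precision, and each slide held arrays of 1 strain, so that slide and strain cannot be told apart.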

RNA was extracted, and cDNA was prepared for a comparative microarray analysis of BEAS-2B cells stimulated individually with a selection of bacterial strains, or with quiescent cells serving as the control. Note that we were able to recover RNA from the flasks of 7 out of the 11 bacterial co-culture. As shown in Figure 5, the number of genes differentially expressed was strain-dependent. 

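PLIN2, whose product coats lipid droplets, rose with EME126 (log2 1.05, SE 0.17, n = 4 arrays, adjusted p = 0.0105 from limma). MXD4, which encodes an antagonist of MYC, fell with EME141 (log2 -1.04, SE 0.19, adjusted p = 0.0178), as did the interferon-induced gene IFIT1 (log2 -1.21, SE 0.22, adjusted p = 0.0168). The sulfotransferase gene SULT1B1 rose 5.16-fold with EMS383 (log2 2.37, SE 0.27, adjusted p = 2.39e-05), and MMP10, a matrix metalloproteinase gene, fell with this strain (log2 -1.69, SE 0.29, adjusted p = 0.00747). SULT1B1 passed whichever array was left out. MMP10 did not pass without array 2, PLIN2 without array 2 or 3, IFIT1 without array 2 or 3, and MXD4 without array 2, 3 or 4. Another MXD4 probe gave 0.714-fold with EME141 and did not pass (adjusted p = 0.217 over probes). Of the 19600 genes tested, 943 were called in at least 1 strain. EMS3101 changed 836 genes (306 higher and 530 lower) and EME343 changed 72 (67 higher and 5 lower). With each strain fitted alone in limma, the number of genes changed by EMS3101 was 0 (3908 at an unadjusted p under 0.05 in the joint fit) and that of genes changed by EME343 was 226, and with array weights they were 1637 and 618. With arrays of the same labelled sample averaged, 2 genes changed by EME343 and 0 genes changed by EMS321 were left in limma (1801 with EMS321 at an unadjusted p under 0.05 over all arrays). The counts were 30 with EME394 (all higher), 34 with EME141 (21 higher and 13 lower) and 42 with EMS383 (31 higher and 11 lower). They were 8 with EME126 (7 higher and 1 lower) and 8 with EMS321 (6 higher and 2 lower). Without array 1, 2, 3 or 4 in turn, the number of genes changed by EME343 was 21, 95, 16 or 24, that of genes changed by EME394 was 1, 2, 7 or 5, and that of genes changed by EME126 was 2, 1, 1 or 11. The same fits gave 55, 1, 1 or 22 genes changed by EME141, 16, 59, 38 or 26 genes changed by EMS383, 69, 5, 1 or 2251 genes changed by EMS3101, and 0 in every fit for genes changed by EMS321.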

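CXCL8, the gene of IL-8, had the largest increase among the genes past the methods' thresholds with each Enterococcus strain and with EMS321, by the brightest probe of each gene. With EMS321 another ATF3 probe passed these thresholds at 5.99-fold, above CXCL8 at 5.04-fold. CCL2 came first with EMS383. With EMS3101 the histone gene H2AC19 came first (log2 1.99, SE 0.47, n = 4 arrays, adjusted p = 0.0182 from limma), a call that ended without array 1, 2 or 3. This is again by the brightest probe, and another SNORD3B-1 probe passed the thresholds at 4.09-fold, above H2AC19 at 3.98-fold. At the methods' thresholds, an unadjusted p under 0.05 in the methods' t-test on the 4 log ratios and a change of at least 1.5-fold, 305 genes passed with EME343 (230 higher and 75 lower) and 167 with EME394 (115 higher and 52 lower). EME126 changed 113 genes (50 higher and 63 lower) and EME141 changed 201 (93 higher and 108 lower). EMS321 changed 210 genes (95 higher and 115 lower), EMS383 changed 204 (100 higher and 104 lower) and EMS3101 changed 590 (157 higher and 433 lower). With Benjamini-Hochberg adjustment of this test, 1 gene passed with EMS3101 and 0 with the other strains, which had 1191 to 2342 genes at an unadjusted p under 0.05 in limma.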

Most of the bacterial conditions differentially regulated between 148 and 303 genes; however, *Streptococcus EMS3101* downregulated up to 617 genes. This last treatment modulated a high number of genes (Figure 5). 

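MAGI1, which encodes a scaffold protein of cell junctions, fell with EMS3101 (log2 -1.34, SE 0.17, n = 4 arrays, adjusted p = 0.000407 from limma) and passed whichever array was left out, while another MAGI1 probe did not pass (adjusted p = 0.982 over probes). GLI3, a transcription factor of hedgehog signaling, fell as well (log2 -1.16, SE 0.17, adjusted p = 0.00152), as did the cell polarity gene PARD6B (log2 -1.24, SE 0.22, adjusted p = 0.00558). The chemokine gene CX3CL1 rose on arrays 1, 2 and 3 (log2 2.93, 4.06 and 2.76) and not on array 4 (log2 -0.98), with a mean of 2.19 (SE 0.51, adjusted p = 0.0163). The mucin gene MUC5B behaved alike, at 2.59, 3.72, 2.48 and -1.18. Of the genes called with EMS3101, 596 changed the same way on all 4 arrays, and 3908 genes had an unadjusted p under 0.05. GLI3 and PARD6B were not called without array 2 or 3, and CX3CL1 and MUC5B were not called without array 1, 2 or 3.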

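CXCL8, which encodes the neutrophil chemoattractant IL-8, rose with 6 of the 7 strains. The increase was 15.9-fold with EME343 (log2 3.99, SE 0.41, n = 4 arrays, adjusted p = 3.43e-06 from limma), 12.2-fold with EME394, 8.04-fold with EME126, 10.4-fold with EME141, 5.04-fold with EMS321 (adjusted p = 0.0190) and 5.61-fold with EMS383 (adjusted p = 0.00340). With EMS3101 the change of CXCL8 did not pass (log2 0.77, adjusted p = 0.299). CCL2, a chemoattractant of monocytes, rose 9.56-fold with EME343 (log2 3.26, SE 0.48, adjusted p = 0.00105), 7.51-fold with EME394, 6.45-fold with EME126, 4.74-fold with EME141 and 6.80-fold with EMS383. It did not pass with EMS321 (3.85-fold, adjusted p = 0.165) or EMS3101 (3.02-fold, adjusted p = 0.0528). ATF3, a transcription factor induced by stress, has several probes. The brightest gave no call, at 1.49-fold with EME343 (adjusted p = 0.586) and 1.21-fold to 1.71-fold with the other strains. Another ATF3 probe gave 7.89-fold with EME343 (adjusted p = 0.0316 over probes), and 2.40-fold to 5.99-fold with the other strains at adjusted p values of 0.169 to 0.587. CXCL8 passed with each Enterococcus strain whichever of its arrays was left out. With EMS321, CXCL8 passed in none of these fits (adjusted p 0.0899 to 0.148), and with EMS383 neither CXCL8 (0.0556) nor CCL2 (0.0971) passed without array 4. CCL2 kept its call in all these fits with EME343 (though not with arrays of the same challenged sample averaged), in 2 of 4 with EME394 (not without array 1 or 2) and in none with EME126 or EME141. Its change was larger where the challenged cells carried cyanine 5 with EME343 (log2 4.92 and 4.56 against 1.96 and 1.59), EME394 (4.29 and 4.07 against 1.85 and 1.42) and EME141 (3.93 and 2.6 against 1.4 and 1.05). It was smaller on those arrays with EMS321 and EMS383, and overlapped with EME126 and EMS3101.

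**Figure D1:**
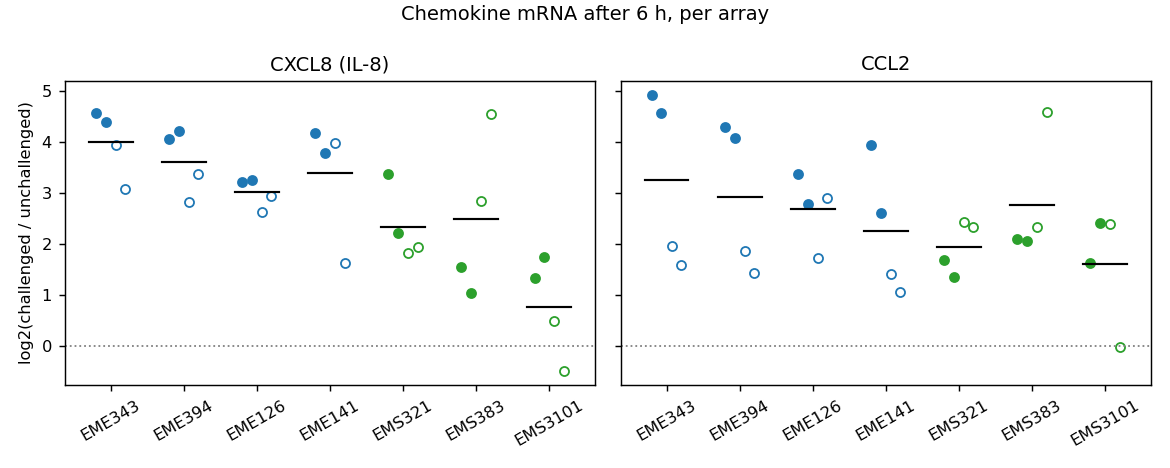
Log2 ratio of challenged over unchallenged cells for CXCL8 and CCL2 on each array, by strain, with the mean over 4 arrays. Filled symbols mark arrays whose challenged cells carried cyanine 5, and open symbols those with cyanine 3. CXCL8 lies between 3.07 and 4.57 with EME343 and between -0.50 and 1.75 with EMS3101.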

Among the whole set of genes, *IL-8*, *CCL2* and Activating Transcription Factor 3 (*ATF3*) were strongly upregulated (Table 1), and IL-8 was the most differentially expressed in BEAS-2B co-cultured with three out of four *Enterococcus* strains, with a maximum fold change of 14.5 for *EME343*.

### 3.4. Gene Enrichment Analysis

In order to identify relevant biological patterns from the whole set of genes differentially regulated by the BC strains, enrichment analysis was performed by using Ingenuity Pathway Analysis (IPA) software. The enrichment and pathway analysis was realized on gene sets with a 1.5-fold-change cutoff for each condition. The analysis revealed enrichment in molecular and cellular functions corresponding to the gene sets related to “cell signaling”, “cell death and survival”, “cellular movement”, “cellular development”, “cell-to-cell signaling and interactions” and “inflammation”. 

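Genes of the amino acid and integrated stress response, which cells use under amino acid shortage, moved together with most strains. ASNS, the asparagine synthetase gene, rose 4.02-fold with EMS383 (log2 2.01, SE 0.32, n = 4 arrays, adjusted p = 0.00299 from limma). DDIT3, a transcription factor of this response, rose 3.31-fold with EMS321 (SE 0.29 on the log2 scale, adjusted p = 0.0190), and CHAC1, a glutathione-degrading enzyme gene, rose 4.34-fold with EME394 (SE 0.40, adjusted p = 0.0174), and 1.07-fold by its other probe (adjusted p = 1.00 over probes). Of the 44 genes of this list, 17 were higher with EME343, 10 with EME394, 0 with EME126, 6 with EME141, 2 with EMS321, 8 with EMS383 and 2 with EMS3101, and none was lower with any strain. Adjusted over the list alone, these counts were 33, 27, 11, 25, 21, 27 and 2. The list was shifted up with every strain (camera, adjusted p from 4.89e-50 with EME343 to 0.0354 with EMS3101). With an estimated correlation the shift held in 6 strains and not with EMS3101 (adjusted p = 0.663), where it also ended without array 1 (adjusted p = 0.311). Of the 27 regulators of cell death, 3 were higher with EME343 (8 higher and 1 lower when adjusted over the list alone), and the list was shifted up (mean log2 0.33, camera adjusted p = 6.51e-06). With EME394 it was shifted up at a mean of 0.19 (adjusted p = 0.00275; adjusted p = 0.0716 with an estimated correlation), which ended without array 1 (adjusted p = 0.0715). No shift of this list passed with the other strains (camera adjusted p 0.0679 to 0.516). EMS383 is among these, though the paper measured more cytotoxicity with it, by release of LDH, than with most strains. In all, 21, 20, 21, 16, 14, 14 and 14 of 35 lists were shifted with EME343, EME394, EME126, EME141, EMS321, EMS383 and EMS3101, and 13, 13, 8, 8, 4, 6 and 1 with an estimated correlation. DDIT3 with EMS321 and CHAC1 with EME394 passed in none of the fits without 1 array, and ASNS with EMS383 did not pass without array 1.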

As shown in Figure 6, the different bacteria induced strain-specific gene modulation in these clusters of molecular and cellular functions. 

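With EME343, the cystine transporter gene SLC7A11 rose 5.09-fold (log2 2.35, SE 0.47, n = 4 arrays, adjusted p = 0.0141 from limma). TRIB3, a pseudokinase gene of the stress response, rose 4.56-fold (SE 0.39 on the log2 scale, adjusted p = 0.00418), and the neutrophil chemokine gene CXCL1 rose 4.16-fold (SE 0.36, adjusted p = 0.00401), and 10.1-fold by its other probe (adjusted p = 0.000947 over probes). CEBPB, a transcription factor of inflammation, rose as well (log2 1.75, SE 0.27, adjusted p = 0.00128), as did XBP1, a transcription factor of the unfolded protein response (log2 1.59, SE 0.25, adjusted p = 0.00135). Among the genes that fell were the mitosis genes BUB1 (log2 -0.71, adjusted p = 0.0200) and CCNB1 (log2 -0.67, adjusted p = 0.0447; adjusted p = 0.118 over probes for its other probe). Of the genes called with EME343, 70 changed the same way on all 4 arrays, and 1820 genes had an unadjusted p under 0.05. When each array was left out in turn, CEBPB and XBP1 passed in all 4 fits, CXCL1 failed without array 1, TRIB3 without array 3 or 4, SLC7A11 without array 1, 3 or 4, and BUB1 and CCNB1 in all 4. By their labels, arrays 3 and 4 carry the same challenged samples as arrays 1 and 2, so leaving out 1 array removes no challenged sample. The control labels differ on all 4 arrays. With the arrays of each challenged sample averaged, 2 genes changed by EME343 were left, CXCL8 (log2 3.99, adjusted p = 0.00816) and TNFAIP3 (log2 2.71, adjusted p = 0.0358).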

Overall, *Streptococcus EMS3101* and *Enterococcus EME343* were the two strains that induced the most gene modulation in the assay conditions used. For example, the *Streptococcus EMS3101* had the greatest impact on genes involved in “cell death and survival”, “cellular movement” and “cellular development” related functions. 

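The replication-dependent histone genes, whose mRNAs end in a stem-loop in place of a poly(A) tail, gave higher ratios with EMS3101. According to the methods the labelled cDNA was primed with oligo dT, which binds poly(A) tails. The ratios of these genes may therefore not follow the amounts of their transcripts. Of 63 such genes, 10 were called higher and none lower (27 higher when adjusted over the list alone), and 59 lay above 0. H4C16, a histone H4 gene, rose 2.59-fold (log2 1.37, SE 0.27, n = 4 arrays, adjusted p = 0.00820 from limma), and H2BC3, a histone H2B gene, rose 2.98-fold (SE 0.36, adjusted p = 0.0152). The list mean was 0.78 (camera adjusted p = 8.70e-17; adjusted p = 0.152 with an estimated correlation). Of 57 small nuclear and nucleolar RNAs, 8 were higher and none lower (9 higher when adjusted over the list alone), with a mean of 0.32 (camera adjusted p = 3.26e-05; adjusted p = 0.224 with an estimated correlation). SNORA80A rose 2.46-fold (SE 0.25, adjusted p = 0.00794). Among 27 regulators of cell death, CFLAR, an inhibitor of death receptor signaling, rose (log2 0.64, SE 0.18, adjusted p = 0.0370) and did not by its other probe (0.809-fold, adjusted p = 0.482 over probes), and the list was not shifted (mean log2 0.05, camera adjusted p = 0.509). On array 4 the chemokine and cytokine list had a mean of -0.06, against 0.49, 0.53 and 0.19 on the other EMS3101 arrays, and the histone list had 0.70. H4C16, H2BC3 and CFLAR were not called without array 1, 2 or 3, nor SNORA80A without array 2 or 3.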

Interestingly, for the *Streptococcus*, only *EMS321* was found to regulate genes enriched in the “inflammation” cluster. 

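ICAM1, the gene of an adhesion molecule that binds leukocytes, rose 2.50-fold with EMS383 (log2 1.32, SE 0.28, n = 4 arrays, adjusted p = 0.0430 from limma), as did RELB, an NF-kB subunit gene (2.87-fold, SE 0.32, adjusted p = 0.0348). Both calls ended without array 1 or 4. C1QTNF9, which encodes a secreted protein related to complement C1q, rose 3.40-fold with EMS321 (log2 1.77, SE 0.29, adjusted p = 0.0190) and 6.71-fold with EMS383 (log2 2.75, adjusted p = 5.78e-06), and passed with EMS383 whichever array was left out and with EMS321 in none of these fits. The probe used was without the commonest quality flag on 9 of 28 arrays, and the other C1QTNF9 probe gave 0.963-fold with EMS321 and 1.34-fold with EMS383 (adjusted p = 0.969 and 0.417 over probes). The 31 chemokine and cytokine genes were shifted up with EMS321 (mean log2 0.29, camera adjusted p = 0.00563; adjusted p = 0.119 with an estimated correlation), with EMS383 (mean 0.40, adjusted p = 4.19e-05, and 0.0263 with an estimated correlation) and with EMS3101 (mean 0.29, adjusted p = 0.0103; 0.145 with an estimated correlation). They held 1, 2 and 1 genes called higher and none lower (2, 3 and 2 when adjusted over the list alone). Without array 4 of EMS321 the adjusted p of this list was 0.0998, and without array 1 of EMS3101 it was 0.0551. The 30 NF-kB targets and feedback regulators were shifted up with EMS321 (mean 0.38, adjusted p = 4.15e-08; 0.112 with an estimated correlation) and EMS383 (mean 0.49, adjusted p = 4.88e-10; 0.0780 with an estimated correlation) and not with EMS3101 (mean 0.10, adjusted p = 0.220). In EMS3101 against the mean of the other Streptococcus strains, the NF-kB list was lower by a mean of -0.34 (camera adjusted p = 0.00199; adjusted p = 0.606 with an estimated correlation).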

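NFIL3, a transcription factor of circadian and immune regulation, rose with all 4 Enterococcus strains, from 1.78-fold with EME394 (log2 0.84, SE 0.17, n = 4 arrays, adjusted p = 0.0405 from limma) to 2.32-fold with EME343 (log2 1.21, adjusted p = 0.000562). CLDN1, a tight junction gene, rose 4.32-fold, 3.48-fold, 3.61-fold and 3.26-fold with EME343, EME394, EME126 and EME141 (SE 0.32 on the log2 scale, adjusted p 0.00105 to 0.0178). STC2, which encodes a secreted glycoprotein, rose 4.42-fold, 4.44-fold and 3.16-fold with EME343, EME394 and EME141 and did not pass with EME126 (2.07-fold, adjusted p = 0.519). Among the Streptococcus strains, CLDN1 rose 3.12-fold with EMS321 and 4.47-fold with EMS383, and STC2 rose 3.73-fold and 3.79-fold (adjusted p 0.00106 to 0.0497). Of the genes called higher, EME343 shared 28 with EME394, 5 with EME126 and 15 with EME141, against 0.1, 0.02 and 0.07 for independent sets of these sizes. EME343, EME394 and EME126 carry the same control labels. Whether these are the same samples is not known, and shared controls would also raise such overlaps. EME394 shared 5 with EME126 and 11 with EME141, EME126 shared 5 with EME141, and no gene was called in opposite directions. Across genes, which are not independent replicates, the log2 changes of EME343 correlated with those of EME394 at r = 0.612 and of EME126 at r = 0.545, and EME394 with EME126 at r = 0.449. The correlation of EME141 with these strains was 0.144, 0.190 and 0.0639. The 31 chemokine and cytokine genes were shifted up with EME343, EME394, EME126 and EME141 by a mean of 0.70, 0.64, 0.42 and 0.55 (camera adjusted p 6.81e-12 to 2.00e-05), also with an estimated correlation, and 7, 5, 2 and 2 of them were called higher and none lower (9, 9, 3 and 8 when adjusted over the list alone). The 30 NF-kB targets were shifted up by 0.77, 0.64, 0.43 and 0.52 (adjusted p 1.03e-22 to 1.87e-08), with EME126 and EME141 not with an estimated correlation (adjusted p = 0.108 and 0.0797), and 8, 4, 1 and 2 were called higher and none lower (17, 14, 6 and 7 when adjusted over the list alone). With EME343, none of NFIL3, CLDN1 and STC2 passed with arrays of the same challenged sample averaged, and all passed whichever array was left out. NFIL3 and CLDN1 passed in none of these fits with EME394, and with the other Enterococcus strains the calls of these genes passed in at most 2 of 4, as did STC2 with EME394. With EMS383, CLDN1 passed in all fits and STC2 failed only without array 4, and with EMS321 both passed in none.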

All the *Enterococcus* strains displayed a similar pattern of enrichment. Of note, the *EME141* strain had less impact on genes differentially expressed related to “inflammation”, “cell-to-cell signaling” and “interactions and cell signaling” functions than the other *Enterococcus* strains. 

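EME141 was set against the mean of the other Enterococcus strains in limma, and 0 genes differed (2419 at an unadjusted p under 0.05, smallest adjusted p 0.0910). Without EME141 array 1 the count was 73, and without EME126 array 4 it was 9. Among genes that recruit leukocytes, CXCL1 had a log2 change of 1.28 with EME141 (SE 0.36, n = 4 arrays) and of 2.06, 1.62 and 0.93 with EME343, EME394 and EME126. By its other probe CXCL1 was lowest with EME141, at 4.79-fold against 10.1-fold, 8.27-fold and 5.44-fold. The chemokine and cytokine list differed by a mean of -0.03 (camera adjusted p = 0.866) and the NF-kB list by -0.09 (adjusted p = 0.455). The IL-17, TNF receptor and IL-10 lists differed by -0.01, -0.05 and -0.07 (adjusted p 0.784 to 0.959). The Toll-like receptor, acute phase and IL-6 and JAK/STAT lists differed by -0.09, -0.10 and -0.10 (adjusted p 0.381 to 0.433). The 80 cytosolic ribosomal protein genes were lower with EME141 by a mean of -0.33 (adjusted p = 5.01e-10; adjusted p = 0.278 with an estimated correlation). DNA replication genes were lower by -0.23 (adjusted p = 0.00266; 0.305 with an estimated correlation), and small nuclear and nucleolar RNAs were higher by 0.21 (adjusted p = 0.0127; 0.745 with an estimated correlation).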

To get further insight into the pathways impacted by the bacterial treatments, IPA canonical pathway analysis was performed. We mainly focused our attention to pathways related to the “inflammation”, “cell-to-cell signaling and interactions” and “cell signaling functions” to assess the immunomodulatory impact of BC strains on airway epithelial cell immunity. Based on IPA, enrichment pathways of differentially expressed genes were observed for glucocorticoid receptor signaling, IL-6 signaling, role of IL-17F in allergic inflammatory airway diseases, IL-17 signaling, tumor necrosis factor receptor (TNFR) 1 and 2 signaling, acute phase response signaling, TLRs signaling, IL-10 signaling, and the Janus kinase/signal transducers and activators of transcription (JAK/STAT) signaling (Figure 7). 

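NFKBIA, which encodes an inhibitor of NF-kB shared by several of these pathways, rose 3.66-fold with EME343 (log2 1.87, SE 0.31, n = 4 arrays, adjusted p = 0.00267 from limma) and 2.83-fold with EME394 (adjusted p = 0.0408). BIRC3, an apoptosis inhibitor gene downstream of TNF receptors, rose 2.59-fold with EME343 (SE 0.28, adjusted p = 0.0197), and NFKBIE, another NF-kB inhibitor gene, rose 2.48-fold (SE 0.23, adjusted p = 0.00428). Without 1 array, NFKBIA with EME343 failed only without array 1, NFKBIA with EME394 without array 1, 2 or 4, NFKBIE without array 1 or 3, and BIRC3 in every fit. With EME343 the IL-17 list of 23 genes was shifted up by a mean log2 of 0.66 (camera adjusted p = 4.66e-06), the TNF receptor list of 29 genes by 0.35 (4.13e-05), the IL-10 list of 23 genes by 0.40 (1.04e-05), the acute phase list of 34 genes by 0.46 (9.23e-10) and the Toll-like receptor list of 32 genes by 0.31 (0.000523). With EME394 the same lists were shifted up by 0.62, 0.33, 0.33, 0.38 and 0.26 (adjusted p 3.91e-09 to 0.000212). All of these shifts of EME343 and EME394 also passed with an estimated correlation. With EME126 they were 0.44, 0.26, 0.20, 0.29 and 0.21 (adjusted p 2.53e-06 to 0.0159), of which the IL-17 and IL-10 lists did not pass with an estimated correlation (adjusted p = 0.0683 and 0.179). The IL-10 shift with EME126 also ended without array 1, 2 or 3 (adjusted p = 0.0590, 0.116 and 0.0619). EME343 had 5, 5, 4, 5 and 4 genes of these lists called higher and EME394 had 4, 3, 2, 3 and 3, with none lower (7, 6, 4, 9 and 6, and 7, 7, 4, 7 and 4, when adjusted over the list alone). The 28 genes of IL-6 and JAK/STAT signaling were not shifted with any Enterococcus strain (adjusted p 0.0578 to 0.976). These lists were written from textbook knowledge and share members, and IPA's pathways are not in the files.

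**Figure D2:**
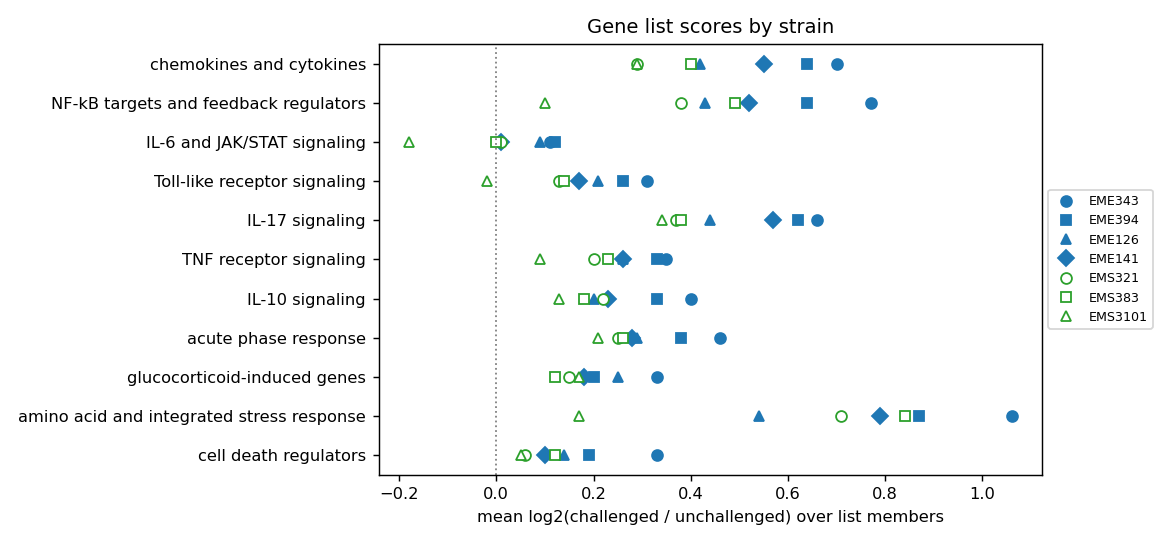
Mean log2 ratio of challenged over unchallenged cells over the members of 11 gene lists, by strain, with filled symbols for Enterococcus and open symbols for Streptococcus. The means of the amino acid and integrated stress response run from 0.17 with EMS3101 to 1.06 with EME343.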

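Mean changes of 11 gene lists were compared between the 4 Enterococcus and the 3 Streptococcus strains by a two-sided exact permutation test over the 35 splits of the strains. The smallest p that these allow is 0.0286, and after adjustment over the lists none can pass unless most reach it. The TNF receptor list, which includes TNFAIP3 and NFKBIA, had a mean log2 of 0.30 in Enterococcus and 0.17 in Streptococcus, a difference of 0.13 with that p (adjusted p = 0.135 over the lists). Chemokine and cytokine genes such as CXCL8 differed by 0.25, the Toll-like receptor list by 0.15 and the IL-17 list by 0.21 (p = 0.0571 each in the exact test, adjusted p = 0.135). The difference was 0.14 for IL-6 and JAK/STAT signaling, 0.11 for the acute phase response and 0.09 for glucocorticoid-induced genes (p = 0.0857 each in the exact test). It was 0.27 for NF-kB targets (p = 0.114 in the exact test), 0.11 for IL-10 signaling, 0.12 for cell death regulators and 0.24 for the integrated stress response (p = 0.343 in the exact test). The IL-10 difference is -0.04 when medians over the members are taken in place of means. All 11 differences of the means were positive and 0 passed, with 1 of 11 at an unadjusted p under 0.05. With the 28 arrays taken as replicates, 5 of the lists passed in camera, and none of the 5 with an estimated correlation (adjusted p 0.123 to 0.319). By the dates in their headers the arrays fall into 2 sessions, and EME343, EME394 and EME126 made up the first. Which step these dates mark, scanning or spot quantification, was not established. Within the second session, EME141 against the Streptococcus strains differed by 0.02 to 0.23 over the lists, which no split of 4 strains can bring under a p of 0.05. Within the second slide series, EME126 and EME141 against the Streptococcus strains differed by 0.04 to 0.16, which no split of 5 strains into 2 and 3 can bring under a p of 0.05 either.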

Overall, this analysis confirmed that *Enterococcus* strains had the strongest impact on the selected pathway of the inflammation and cell signaling. However, the EME141 strain had a significant lower impact on these pathways compared to the other *Enterococcus* strains. Only the glucocorticoid receptor signaling and the acute phase response signaling pathways were significantly enriched from the gene set corresponding to EME141. 

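CEBPB, which drives acute phase genes, had a log2 change of 1.17 with EME141 that did not pass (SE 0.27, n = 4 arrays, adjusted p = 0.0703 from limma). No gene of the acute phase list was called with EME141 (5 higher when adjusted over the list alone), and the list was shifted up by a mean log2 of 0.28 (camera adjusted p = 0.000309, and 0.0337 with an estimated correlation). The glucocorticoid-induced genes had a mean of 0.18 and did not pass (adjusted p = 0.0902), with no gene called (3 higher and 1 lower when adjusted over the list alone). IL-17 signaling genes, with CXCL8 and CCL2 called, were shifted up by 0.57 (adjusted p = 5.66e-05, and 0.0418 with an estimated correlation). The TNF receptor list was shifted by 0.26 (adjusted p = 0.00289; adjusted p = 0.0797 with an estimated correlation) and the IL-10 list by 0.23 (adjusted p = 0.00393; 0.112 with an estimated correlation). Both ended without EME141 array 1 (adjusted p = 0.0870 and 0.0883). Toll-like receptor signaling (mean 0.17, adjusted p = 0.0744) and IL-6 and JAK/STAT signaling (mean 0.01, adjusted p = 0.976) did not pass.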

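IL17RE, an IL-17 receptor subunit gene, rose with EMS3101 (log2 1.09, SE 0.28, n = 4 arrays, adjusted p = 0.0268 from limma), and JAK3, a cytokine receptor kinase gene, fell (log2 -0.85, SE 0.18, adjusted p = 0.0118; 0.882-fold and adjusted p = 0.716 over probes by its other probe), as did LIFR, the leukemia inhibitory factor receptor gene (log2 -0.97, SE 0.24, adjusted p = 0.0220). None of these passed without array 1, 2 or 3. The IL-6 and JAK/STAT list was shifted down with EMS3101 by a mean of -0.18 (camera adjusted p = 0.0221, and 0.0780 with an estimated correlation). In it 2 genes were lower and none higher (3 lower when adjusted over the list alone). Without array 4 the shift did not pass, at a mean of -0.2 (adjusted p = 0.0626). The list was not shifted with EMS321 or EMS383 (adjusted p 0.986 to 0.995). The acute phase list was shifted up with EMS321, EMS383 and EMS3101 by 0.25, 0.26 and 0.21 (adjusted p = 0.000149, 0.000324 and 0.00946), and with EMS3101 not with an estimated correlation (adjusted p = 0.112). The IL-17 list was shifted up by 0.37, 0.38 and 0.34 (adjusted p = 0.000387, 0.0231 and 0.0198; 0.0717, 0.235 and 0.222 with an estimated correlation). The TNF receptor list was shifted up with EMS321 by 0.20 and EMS383 by 0.23 (adjusted p = 0.0151 and 0.00434; 0.143 and 0.0934 with an estimated correlation), and the IL-10 list by 0.22 and 0.18 (adjusted p = 0.00156 and 0.0215; 0.0829 and 0.200 with an estimated correlation). Neither passed with EMS3101 (adjusted p = 0.399 and 0.200). Toll-like receptor signaling (adjusted p 0.0684 to 0.735) and the glucocorticoid-induced genes (0.0902 to 0.267) passed with no Streptococcus strain. The IL-17 shift ended without array 4 of EMS321 (adjusted p = 0.0781), array 3 or 4 of EMS383 (0.130 and 0.337) and array 3 of EMS3101 (0.0666). The TNF receptor shift ended without array 4 of EMS321 (0.291) or EMS383 (0.135), and the IL-10 shift without array 3 or 4 of EMS383 (0.0834 and 0.282).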

The *Streptococcus* strains were significantly associated in less than half of the selected pathways, and these associations were more likely to be random than with the *Enterococcus* strains (except for EME141) (Figure 7). Examples of genes that were upregulated in these pathways included *IL-8* (14.5-fold), *CCL2* (9.67-fold), *ATF3* (7.88-fold), *CXCL2* (7.99-fold) and *IL-1A* (up to 9.57-fold). 

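CXCL2, another neutrophil chemokine gene, rose 4.07-fold with EME343 (log2 2.02, SE 0.38, n = 4 arrays, adjusted p = 0.00822 from limma) and 3.67-fold with EME394 (adjusted p = 0.0405). Its changes of 1.04-fold to 3.05-fold with the other strains did not pass, and another CXCL2 probe gave 3.57-fold with EME141 (adjusted p = 0.0396 over probes) and 3.06-fold with EME394 (adjusted p = 0.103 over probes). IL1A, which encodes the alarmin IL-1α, rose 3.94-fold with EME343 (log2 1.98, SE 0.27, adjusted p = 0.000494) and 2.47-fold with EME394 (adjusted p = 0.0408), and not with the other strains (1.14-fold to 1.80-fold). The related IL1B rose 2.89-fold with EME343 (SE 0.27, adjusted p = 0.00418). IL1A with EME343 did not pass with arrays of the same challenged sample averaged, and passed whichever array was left out. CXCL2 passed only without array 4 with either strain, IL1B did not pass without array 1, and IL1A with EME394 passed in none of these fits. From the enrichment of the pathways in Figure 7, the paper reasons that the Enterococcus strains acted most strongly on inflammation and cell signaling.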

## 4. Discussion

This study aimed to isolate cultivable commensal strains from the buccal cavity of human newborns and evaluate their impact on bronchial epithelial cells. We isolated pioneer members of the early life buccal microbiota, and our results provide new insight on the ability of primo-colonizing bacteria to modulate inflammatory pathways in BEAS-2B cells. We also showed that strains from the different genera induced specific differential cytokine/chemokine/growth factor secretion profiles. All together, these data suggest that early life buccal bacterial strains may differentially stimulate and shape the lung immunity. 

The isolation process led to the creation of a library made by bacterial strains originating from the oral cavity of human newborns. It is important to note here that the methods of sampling, storage, transport and isolation used in this study may have resulted in the loss of strict anaerobic, sub-dominant and fastidious bacteria. However, the objective of this study was not to identify all the cultivable bacteria of the BC; instead, we sought some representative strains, in order to assess their immunomodulatory effects. Strains that were identified belong to genera that have been shown to be part of the buccal core microbiota during early life. A recent study by Daspher and colleges has shown that members of *Streptococcus*, *Staphylococcus* and *Rothia* genera were early life colonizers of the BC [39]. In our library, *Enterococcus* species were also present. This genus is generally less represented in buccal and lung microbiome [40]. Based on the strains we have identified, the colonization of the BC appears to be sequential. *Staphylococcus* was the only genus detected on the first day of life, while, apart from being the most isolated genus, the *Streptococcus* strains were isolated in every sample from day two onward (Figure 1b), suggesting a persistent colonization of the oral cavity by this genus rather than a transitory passage. Our findings are in accordance with previous studies that have shown that *Streptococcus* is the dominant genus in the oral cavity of newborns [41,42,43,44]. Our intention to target the primo-colonizing bacteria was motivated by recent reports describing the early life as a pivotal time for determining the susceptibility to develop chronic respiratory diseases such as asthma. In particular, Arrieta and colleagues have suggested that the first 100 days of life represent an “early-life critical window” where gut dysbiosis influences the risk to develop asthma [45]. The authors demonstrated a causal role of certain bacterial taxa (e.g., *Veillonella* and *Faecalibacterium*) during this period in averting asthma development. Furthermore, increasing evidence suggests that the early lung ecosystem impacts the future respiratory health [20,21]. While no causal role has been established for the microbial communities of the BC in asthma, a recent report has highlighted changes in the composition of the buccal microbiota as soon as three months of age in infants that further developed allergy and asthma later in life [9]. Herein, we had access to precious early life microbial strains of the BC that may be an important stimulator of local and distal immunity. The characterization of their immunomodulatory potential is of major interest in the development of new therapeutic approach for the management of chronic respiratory diseases. 

An important observation in this study is that primo-colonizing bacteria clearly induced different response profiles, depending on their phylogeny. Interestingly, the *Staphylococcus* strains isolated in the first days of life displayed strong pro-inflammatory profiles. As shown in Figure 2, some strains were able to induce high production of IL-8. We can presume that there is a mutual benefit for the host and for the *Staphylococcus* strains to this pro-inflammatory response. Thus, it would be interesting to determine the impact of these pro-inflammatory stimuli at birth, which may participate in the acquisition of tolerance by the innate system. We focused our attention on a selection of 11 strains and the measurement of cytokines and chemokines in BEAS-2B cell supernatants. Our results have shown that the *Streptococcus* and *Enterococcus* strains were inducing differential production profiles. Overall, the pattern of cytokines and chemokines production was specific to the genera. We observed distinct clusters of response between the *Enterococcus* and the *Streptococcus*, and the strain *Pantoea EMP-364* induced a significant upregulation of most of the cytokines and chemokines we tested. Interestingly, we observed an significant production of MIF, up to 124,956 pg/mL (Figure S1, *EMS371*), induced by the *Streptococcus* strains. MIF overexpression has been shown to be linked to an increased level of IL-8, TNF-α, IL-6 and IL-1β in BAL fluid and sputum of asthmatic patients [46,47]. This proinflammatory cytokine also mediates the anti-inflammatory effect of glucocorticoids [47]. Herein, the high levels of MIF secreted in response to *Streptococcus* strains were not corelated to a significant production of IL-8, TNF-α, IL-6 and IL-1β by the BEAS-2B cells, under the experimental condition used. Previous observations showed that the secretome of a beneficial probiotic strain, *Lactobacillus rhamnosus* R0011, induced an important production of MIF by the HT-29 intestinal epithelial cells and attenuated proinflammatory mediators [48]. Moreover, MIF has been shown to induce MAPK activation within Type II alveolar epithelial cells, leading to enhanced cellular proliferation, potentially contributing to repair of damaged alveolus in response to infection [49]. Taken together, induction of MIF by the *Streptococcus* strains used in this study highlights a potential novel beneficial outcome of host–microbe interactions within the lung environment and warrants further investigation. We next thought to evaluate the differential gene expression of BEAS-2B, to refine our observations on the specificity of the response induced by the strains. 

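BHLHE40, a transcription factor gene that responds to hypoxia and cytokines, had a mean log2 change of 1.53 over the 4 Enterococcus strains and -0.02 over the 3 Streptococcus strains (difference 1.55, adjusted p = 0.210 from limma). For NDRG1, another hypoxia-responsive gene, the means were 1.58 and 0.56 (adjusted p = 0.210). CXCL8 had means of 3.50 and 1.86 (difference 1.64, adjusted p = 0.363). With 1 mean per strain, 0 genes differed between the genera in limma, and 1750 had an unadjusted p under 0.05. With the 28 arrays as replicates, 4 genes differed, and with strain as a random block 7. The correlation of arrays of one strain estimated for that block was -0.0193, so this fit also took arrays as replicates in effect. With 1 mean per strain but without replicate 4 of every strain, 10 differed. Contrasts of the fit of all arrays have arrays as replicates too. In these, EME343, EME394 and EME126 differed from the Streptococcus strains in 11 genes (6 higher and 5 lower). EME141, which falls in the same session as the Streptococcus strains, differed from them in 0 (1284 at an unadjusted p under 0.05 in limma). With the session as a covariate the genera differed in 0 genes, and the first session held no Streptococcus strain.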

The analysis of differential gene expression of BEAS-2B cells using genome-wide microarray showed that the *Streptococcus* and *Enterococcus* strains induced a differential gene expression profile. It is important to note here that no microarray data are available for one *Pantoea* (*EMP364*) and three *Streptococcus* (*EMS336*, *EMS353* and *EMS371*). These three strains of *Streptococcus* were shown to form a dense network in the culture medium during co-culture with epithelial cells. These networks might have stuck to the cell layer when recovering the supernatant, and we were never able to recover RNA following co-culture with these strains. This observation was specific to these three strains of *Streptococcus* only. *EMS321*, *EMS383* and *EMS3101* did not form such a network. It has been previously shown that oral *Streptococcus* possesses filamentous capacities that vary among species of the same genus [50]. Herein, we chose not to specify the species, for confidential reasons due to the partnership with an industrial company. Overall, the *Enterococcus* strains induced higher expression fold change for most of the genes involved in pro-inflammatory pathways. 

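Over the 135 genes of 6 inflammation lists, the largest fold among the 7 strains fell to EME343 for 37 genes, to EME394 for 14, to EME126 for 20 and to EME141 for 18. It fell to EMS321 for 9 genes, to EMS383 for 17 and to EMS3101 for 20. Of these genes, 16 were called in either direction with EME343, 10 with EME394, 3 with EME126, 4 with EME141, 1 with EMS321, 7 with EMS383 and 6 with EMS3101. Of all 19600 genes tested, 72, 30, 8, 34, 8, 42 and 836 were called in the same order of strains. With EMS3101 the share of the 135 genes was thus close to that of all genes. The mean log2 change was higher in Enterococcus for 23 of 31 chemokine and cytokine genes, 23 of 30 NF-kB targets, 22 of 28 genes of IL-6 and JAK/STAT signaling, 21 of 32 of Toll-like receptor signaling and 15 of 23 of IL-17 signaling. It was higher for 20 of 29 genes of TNF receptor signaling, 16 of 23 of IL-10 signaling and 23 of 34 of the acute phase response. By its brightest probe, CXCL1 had a mean log2 change of 1.47 in Enterococcus and 0.67 in Streptococcus (adjusted p = 0.406 from limma, 4 against 3 strain means). The tallies of members were not tested, since genes of a list are not independent.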

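TNFAIP3, whose product restrains NF-kB signaling, rose 6.54-fold with EME343 (log2 2.71, SE 0.32, n = 4 arrays, adjusted p = 3.34e-05 from limma), 3.95-fold with EME394 (adjusted p = 0.00683), 3.81-fold with EME126 (adjusted p = 0.0105) and 3.72-fold with EME141 (adjusted p = 0.00834). PTX3, which encodes the soluble pattern recognition molecule pentraxin 3, rose 6.31-fold with EME343 (log2 2.66, SE 0.42, adjusted p = 0.00135), 5.79-fold with EME394 (adjusted p = 0.00761) and 4.56-fold with EME141 (adjusted p = 0.0212), and not with EME126 (2.66-fold, adjusted p = 0.458). With EMS383 both rose as well, TNFAIP3 3.22-fold (adjusted p = 0.0129) and PTX3 5.03-fold (adjusted p = 0.00888), and neither passed with EMS321 or EMS3101. CCL20, a chemokine gene whose product attracts dendritic cells and lymphocytes, passed with no strain, at 3.22-fold with EME343 (log2 1.69, SE 0.57, SD 1.52, adjusted p = 0.274) and 3.90-fold with EME394 (log2 1.96, SD 1.76, adjusted p = 0.304). With EME343, TNFAIP3 and PTX3 passed whichever array was left out, though PTX3 not with arrays of the same challenged sample averaged. With EMS383 both failed only without array 4, with EME394 both failed without array 1 or 2, and with EME126 (TNFAIP3) and EME141 (both) they failed without array 1, 2 or 3.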

Genes such as *IL8* (maximum fold change = 14.50 for *EME343*), *CCL2* (maximum fold change = 9.67 for *EME343*), *ATF3* (maximum fold change = 7.89 for *EME343*), TNF-α Induced Protein 3 (*TNFAIP3*) (maximum fold change = 6.54 for *EME343*), Pentraxin 3 (*PTX3*) (maximum fold change = 6.24 for *EME343*), *CXCL2* (maximum fold change = 7.99 for *EME394*), *IL1A* (maximum fold change = 9.57 for *EME394*) and *CCL20* (maximum fold change = 11.19 for *EME394*) were the common top upregulated genes in cells incubated with the *Enterococcus* strains (Table 1). The enrichment analysis of the expression data showed an increased enrichment of molecular and cellular functions related to “inflammation”, “cell signaling”, and “cell-to-cell signaling and interactions” for the *Enterococcus* in regards to the *Streptococcus* (Figure 6). The analysis of the canonical pathway related to these clusters of molecular and cellular functions reinforced the differences observed between these two genera but also highlighted differences in regards to the strains. The gene sets were enriched in pathways such as glucocorticoid receptor signaling, IL-6 signaling, role of IL-17F in allergic inflammatory airway diseases, IL-17 signaling, TNFR1 and 2 signaling, IL-10 signaling and JAK/STAT signaling (Figure 7). These pathways are downstream pathways of cytokines signal transduction and play an important role in the immune response of the host [51,52,53]. Altogether, these differences suggest that, in response to the bacterial stimuli, the epithelial cells might respond specifically by recruiting and stimulating different immune cell populations, depending on their phylogeny.

Newborn lungs, as the immune system, are fully functioning at birth but still developing, and several factors can influence normal morphogenesis. In humans, lung formation starts during the embryonic phase, and the alveolarization finishes at early adult age. 

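EGR1, an immediate early transcription factor gene, rose 4.93-fold with EME343 (log2 2.30, SE 0.48, n = 4 arrays, adjusted p = 0.0200 from limma) and 4.95-fold with EME394 (adjusted p = 0.0408), and its changes of 1.93-fold to 3.73-fold with the other strains did not pass. VEGFA, the gene of a growth factor of blood vessels, rose 3.62-fold with EME343 (log2 1.86, SE 0.35, adjusted p = 0.00700). Its changes of 1.56-fold to 2.59-fold with the other strains did not pass, and another VEGFA probe gave 2.67-fold with EMS3101 (adjusted p = 0.0193 over probes). Among the 35 genes of lung morphogenesis and growth factors, 2 were called with EME343, 1 with EME394 and 3 with EMS3101 (1 higher and 2 lower), and none with the other strains. Adjusted over the list alone, the counts were 2, 2 and 4, with 0 to 4 for the other strains. The list was not shifted with any strain (camera adjusted p 0.399 to 0.912). EGR1 passed in none of the fits without 1 array, and VEGFA passed only without array 2.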

Herein, we observed the differential expression of some genes related to the regulation of the postnatal lung morphogenesis such as *EGR1* and *VEGFA* (Table 1). Vascular endothelial growth factor (VEGF) signaling has been shown to play a role in early lung morphogenesis, and BAL VEGF levels may be used to identify preterm infants with a risk of developing BPD [54,55]. The growth factor VEGF was detectable and measurable with the multiplex analysis, but the high variability between replicates did not allow the assessment of the extent of VEGF production (data not shown). We found a high number of genes significantly enriched for the glucocorticoid receptor-signaling pathway. 

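TSC22D3, also known as GILZ and a classic target of the glucocorticoid receptor, rose 3.84-fold with EME343 (log2 1.94, SE 0.39, SD 0.56, n = 4 arrays, adjusted p = 0.0141 from limma). It did not pass without array 1, 3 or 4. FKBP5 and PER1, other targets of the receptor picked after their values were seen, had log2 changes of -0.03 and 0.24 with EME343 and did not pass (adjusted p = 0.981 and 0.777). Of 18 glucocorticoid-induced genes, 2 were higher with EME343 (TSC22D3 and NFKBIA) and none was lower (4 higher and 1 lower when adjusted over the list alone). The list was shifted up with EME343 by a mean of 0.33 (camera adjusted p = 0.00168; adjusted p = 0.0716 with an estimated correlation) and with EME126 by 0.25 (adjusted p = 0.00335; 0.0868 with an estimated correlation). The EME126 shift ended without array 3 (mean 0.13, adjusted p = 0.217). With EME394 it did not pass (mean 0.20, adjusted p = 0.0547). The list holds genes that glucocorticoids induce and not the whole of the pathway in IPA.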

Glucocorticoid receptors, once activated in developing lung, induce a series of morphological alteration in the pulmonary architecture and stimulate lung maturation [56]. Moreover, glucocorticoid treatments were shown to be effective in infant at risk to develop respiratory diseases and are commonly used in women at risk of preterm birth in order to help mature fetal lungs [56,57,58]. We also noted differential production of basic-FGF, C-GSF, GM-CSF and IL-1b that have all been shown to be involved in lung morphogenesis. Similar to their potential impact on the pulmonary immune maturation, the strains studied in this project may have a differential impact on the morphological and functional maturation of the airways. 

To our knowledge, this is the first study to establish the impact of bacterial strains, isolated from the buccal cavity during the first week of life of two babies, on human bronchial epithelial cells in vitro. Although it gives new insight into the impact of different bacterial genera of the oral cavity to modulate lung epithelial cells responses, our study has some limitations. First, the bacteria studied in this project originated from two donors. Even though the strains isolated in our study are in accordance with previous reports on the composition of the BC microbiota, sampling should be performed on a higher number of babies, in order to be more representative of the early-life buccal microbiota. A metagenomic study would give a larger view of the total microbiota and allow us to assess the impact of the sampling, storage and transport methods on the amount and diversity of the bacterial strains recovered. Secondly, we have used BEAS-2B cells as model of bronchial epithelial cells. While providing several advantages, such as low variability and easy handling, BEAS-2B cells represented a simplification of the bronchial epithelium. Indeed, the monolayered undifferentiated cell culture implies a lack of the different cell types (basal, ciliated, goblet and club cells), which were shown to exert specific roles in the epithelial physiology of the airways. For further analysis, it would be of interest to use primary airway epithelial cells and/or a reconstituted airway epithelia to better understand the effects of these strains on immune homeostasis and especially in a pro-inflammatory context. Finally, it will be important to test these strains in vivo, to investigate their capacity to stimulate the lung immunity and to provide an advantage against the development of chronic or acute respiratory diseases.

## Figures and Tables

**Figure 1:**
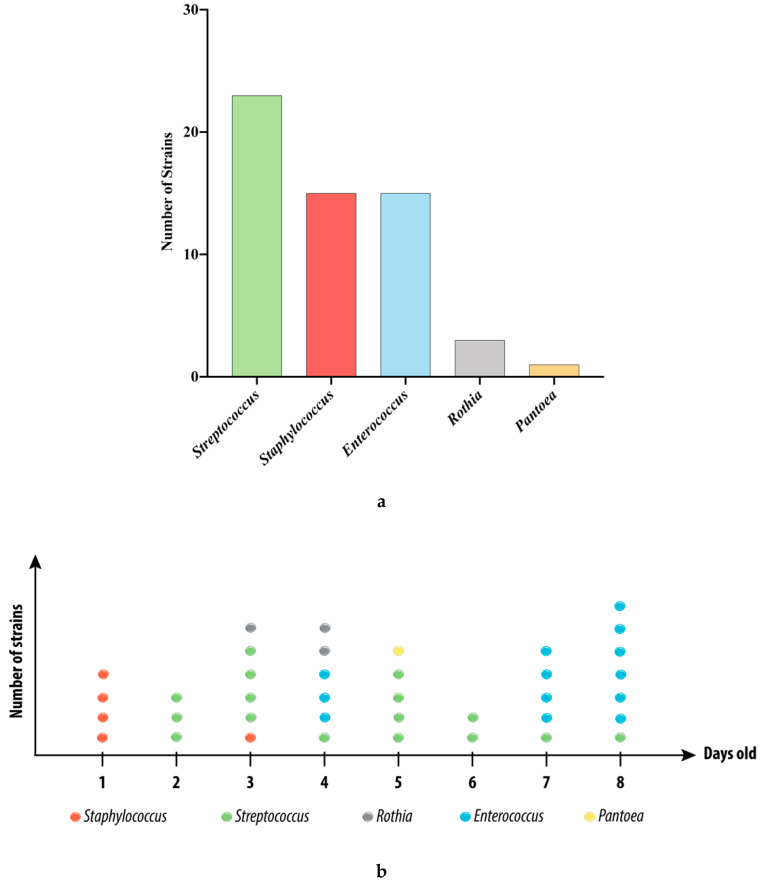
The bacterial library contains members of the early life buccal core microbiota. (**a**) Genera repartition of the 57 strains identified in all the samples (days are mixed) from both donors. (**b**) Bacterial distribution through the days for one donor (*n* = 38). Strains were identified at the genus level, using 16S PCR sequencing. Data are presented as the number of strains per genera. Each dot represents a strain.

**Figure 2:**
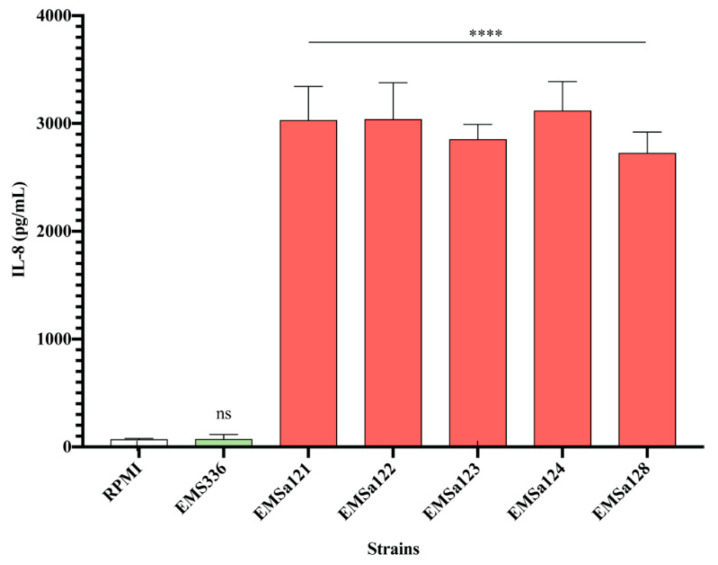
IL-8 produced by the BEAS-2B cells in response to primo-colonizing *Staphylococcus* strains. All strains of *Staphylococcus* (EMSa) and *Streptococcus* (EMS) were isolated from the buccal cavity of human newborns. *Staphylococcus* was isolated on the first day of life. For the challenge assay, BEAS-2B cells were co-incubated with bacterial strains (MOI of 100:1) for 6 h in 24-well plates. IL-8 was quantified by using ELISA immunoassays. Data are the mean of secreted IL-8 (pg/mL) ± SEM of at least two biological replicates (with two technical replicates each). *p*-values: *: *p* < 0.03, **: *p* < 0.002, ***: *p* < 0.0002 and ****: *p* < 0.0001.

**Figure 3:**
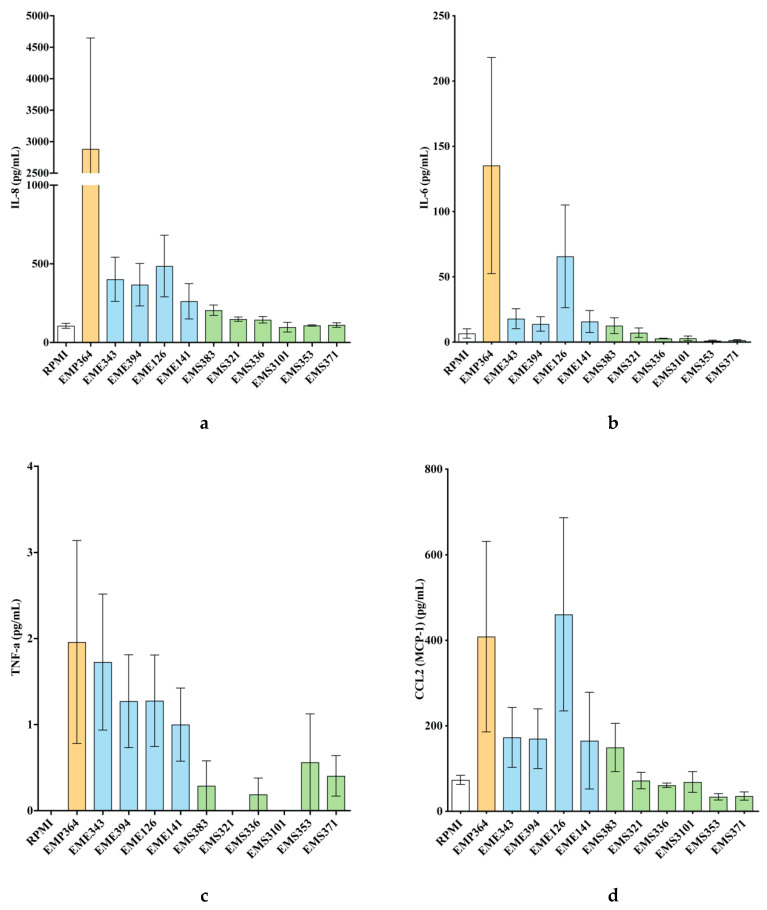

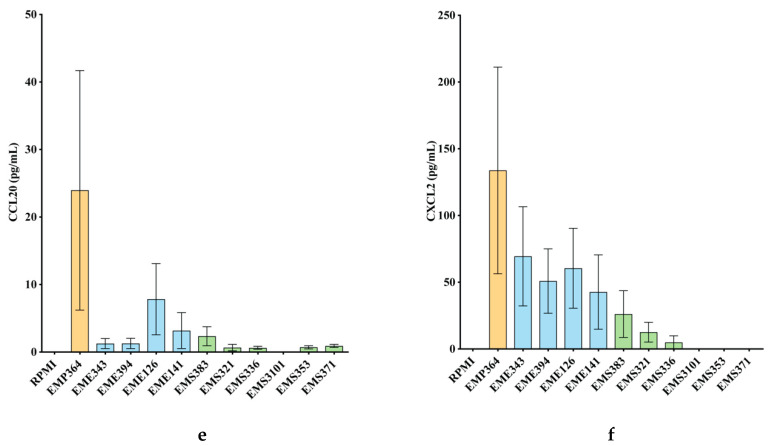
Cytokines and chemokines profiling of the BEAS-2B cells in response to bacterial stimulation: (**a**) IL-8, (**b**) IL-6, (**c**) TNF-α, (**d**) CCL2, (**e**) CCL20 and (**f**) CXCL2. Strains are identified as follows: *EMS*, *Streptococcus* strains; *EME*, *Enterococcus* strains; *EMP*, *Pantoea*. For the challenge assay, BEAS-2B cells were co-incubated with bacterial strains (MOI of 100:1) for 6 h, in 25 cm^2^ tissue culture flasks. Cytokines and chemokines were quantified by using multiplex-magnetic-beads-based assay. Data are the mean of secreted proteins (pg/mL) ± SEM of four biological replicates (with two technical replicates each). *p*-values: *: *p* < 0.03, **: *p* < 0.002, ***: *p* < 0.0002 and ****: *p* < 0.0001.

**Figure 4:**
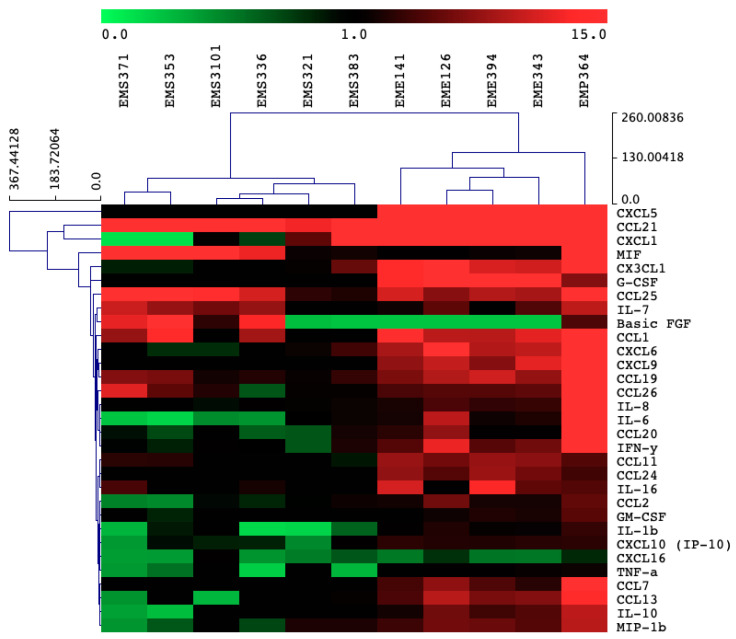
Similar patterns of cytokine, chemokine and growth factor production can be observed depending on the genera. Heatmap showing ratios (treatment/control, values not shown) of secreted proteins after 6 h incubation with bacterial strains. Strains are identified as follows: *EMS*, *Streptococcus* strains; *EME*, *Enterococcus* strains; *EMP*, *Pantoea*. Data are the mean of the ratio of four biological replicates. Heat map produced by using MeV. Hierarchical clustering gene leaf order, and Euclidian distance used as distance metric.

**Figure 5:**
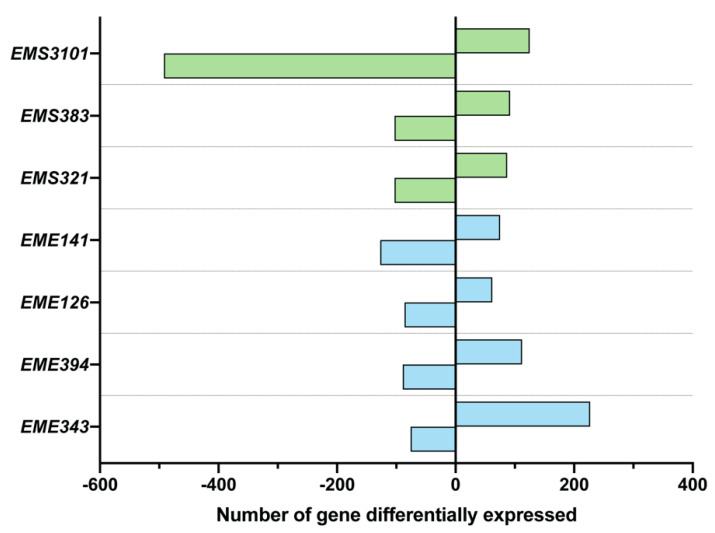
The number of differentially expressed genes is specific to the strain. Following bacterial challenge for 6 h, RNA from the BEAS-2B cells culture was analyzed by genome-wide expression analysis, using Agilent Whole Human 4x44K microarrays. Gene expression changes were expressed as fold of bacteria-treated compared to untreated control (culture medium only). Genes were considered significantly differentially expressed when (i) a t-test *p-*value of less than 0.05 and (ii) a cutoff in transcript abundance of least 1.5-fold change were observed. Data are expressed as the number of gene differentially expressed. Strains are identified as follows: *EMS*, *Streptococcus* strains; *EME*, *Enterococcus* strains.

**Figure 6:**
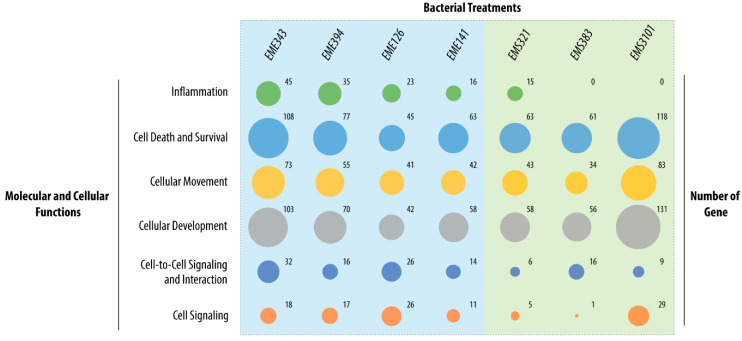
Number of genes significantly enriched in top molecular and cellular functions. Analysis was performed by using IPA. The area of the bubbles is proportional to the number of genes differentially expressed. Enrichment analysis of molecular and cellular functions are statistically significant when a *p*-value <0.05. The *p*-values range from 1.15 × 10^−2^ to 1.29 × 10^−13^.

**Figure 7:**
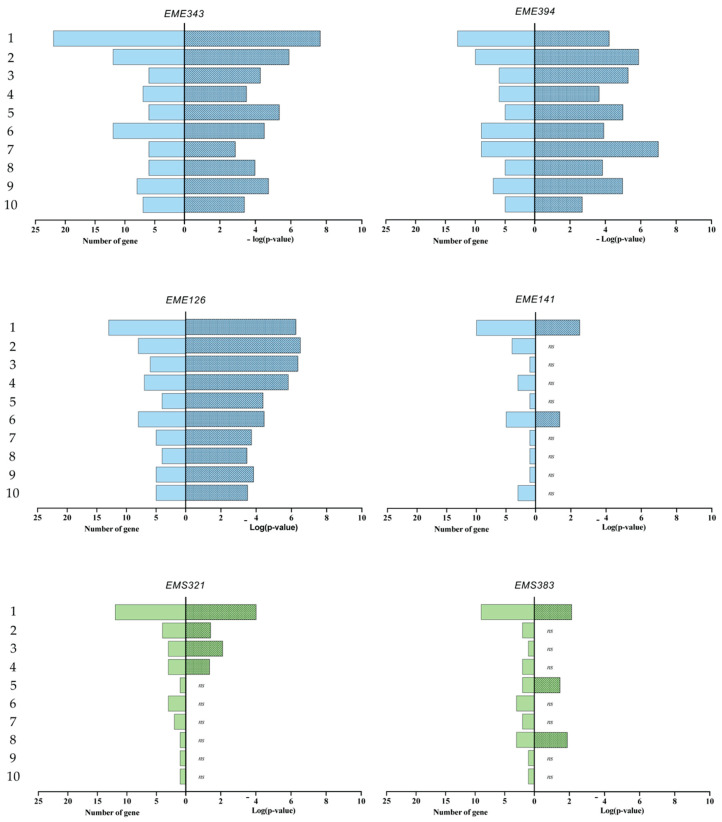

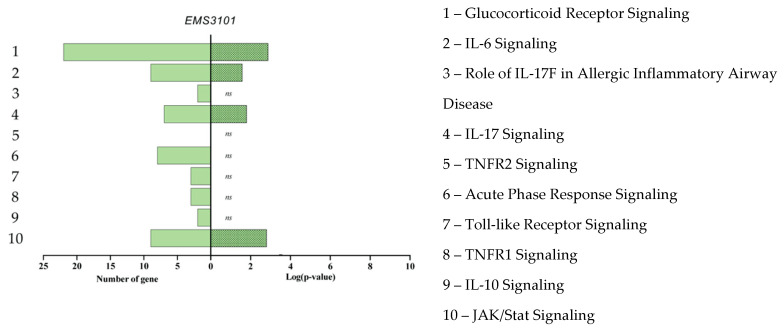
Significant canonical pathways of inflammation and the immune system modulated in BEAS-2B cells by our BC bacteria. Strains are identified as follows: *EMS*, *Streptococcus* strains; *EME*, *Enterococcus* strains. Fold change cutoff = 1.5. The *y*-axis is the −log(*p-*value), as produced by IPA, and the *x*-axis is the pathways modulated in BEAS-2B cells. The canonical pathways are predicted pathways that are changing based on gene expression; the higher the −log(*p-*value) is, the less likely the association is random.

**Table 1:** Top 10 differentially upregulated genes identified by genome-wide human expression microarrays. * Genes were considered significantly differentially expressed when (a) a t-test *p-*value was less than 0.05 and (b) a cutoff in transcript abundance reached at least 1.5-fold change. The 10 most upregulated genes for each strain are displayed in the table.

*EME343*		*EME394*		*EME126*		*EME141*		*EMS321*		*EMS383*		*EMS3101*	
Gene	Fold Change	Gene	Fold Change	Gene	Fold Change	Gene	Fold Change	Gene	Fold Change	Gene	Fold Change	Gene	Fold Change
*IL8*	14.502	*IL8*	12.219	*IL8*	8.043	*CCL2*	4.718	*ATF3*	5.989	*CCL2*	6.741	*SNORD3B-1*	4.091
*CCL2*	9.667	*CCL20*	11.190	*CCL2*	6.391	*GADD45A*	3.706	*IL8*	5.036	*C1QTNF9*	6.711	*HIST2H2AA4*	3.981
*ATF3*	7.888	*IL1A*	9.573	*TNFAIP3*	4.777	*PTX3*	3.620	*CCL2*	3.968	*SULT1B1*	5.156	*CCL2*	3.108
*TNFAIP3*	6.536	*CXCL2*	7.994	*CLDN1*	3.609	*DDIT3*	3.497	*EGR1*	3.734	*CLDN1*	4.469	*SLC5A7*	3.086
*PTX3*	6.242	*CCL2*	7.351	*IER3*	3.527	*CLDN1*	3.257	*STC2*	3.732	*CHAC1*	4.310	*HIST1H2BI*	3.074
*CDKN1A*	6.132	*PTX3*	5.996	*NDRG1*	3.296	*STC2*	3.160	*PTX3*	3.420	*ATF3*	4.124	*HIST1H2AC*	2.910
*IL1A*	6.088	*EGR1*	4.945	*CXCL1*	3.220	*CXCL2*	3.052	*DDIT*3	3.307	*ASNS*	4.020	*HIST1H2BC*	2.848
*SLC7A11*	5.094	*STC2*	4.444	*PTX3*	2.892	*MAFF*	2.901	*CHAC1*	3.166	*TRIB3*	3.930	*HIST2H4B*	2.759
*EGR1*	4.936	*ATF3*	4.391	*CSN1S1*	2.471	*PPP1R15A*	2.601	*CLDN1*	3.116	*STC2*	3.792	*HIST1H4L*	2.676
*CXCL2*	4.823	*CHAC1*	4.344	*CEBPB*	2.432	*EGR1*	2.573	*VEGFA*	2.963	*SLC7A11*	3.502	*HIST4H4*	2.593

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2607/8/8/1094/s1. Figure S1: Cytokines and chemokines profiling of the BEAS-2B cells in response to bacterial incubation. Figure S2: Cytotoxicity induced by early life oral bacteria on BEAS-2B cells after 6 h treatment. Table S1: Fold changes for each strain and for each gene presented in Table 1.

# Supplementary material for: Oral Primo-Colonizing Bacteria Modulate Inflammation and Gene Expression in Bronchial Epithelial Cells
**Source:** Microorganisms. 2020 Jul 22;8(8):1094. doi: 10.3390/microorganisms8081094
**Supplement:** Supplementary file 1

## Slide 1

Supplemental Figure S1: Cytokines and chemokines profiling of the BEAS-2B cells in response to bacterial incubation. Strains are identified as follow: EMS, Streptococcus strains; EME, Enterococcus strains; EMP, Pantoea. BEAS-2B cells were co-incubated with bacterial strains (MOI of 100:1) for 6 hours in 25cm2 tissue culture flasks. Cytokines and chemokines were quantified using multiplex magnetic beads-based assay. Data are the mean of secreted proteins (pg/mL) ± SEM of four biological replicates (with 2 technical replicates each). p-values: *: p<0.03, **: p<0.002, ***: p<0.0002 and ****: p<0.0001.

## Slide 2

Supplemental Figure S1 (cont. 1): Cytokines and chemokines profiling of the BEAS-2B cells in response to bacterial incubation. Strains are identified as follow: EMS, Streptococcus strains; EME, Enterococcus strains; EMP, Pantoea. BEAS-2B cells were co-incubated with bacterial strains (MOI of 100:1) for 6 hours in 25cm2 tissue culture flasks. Cytokines and chemokines were quantified using multiplex magnetic beads-based assay. Data are the mean of secreted proteins (pg/mL) ± SEM of four biological replicates (with 2 technical replicates each). p-values: *: p<0.03, **: p<0.002, ***: p<0.0002 and ****: p<0.0001.

## Slide 3

Supplemental Figure S1 (cont. 2): Cytokines and chemokines profiling of the BEAS-2B cells in response to bacterial incubation. Strains are identified as follow: EMS, Streptococcus strains; EME, Enterococcus strains; EMP, Pantoea. BEAS-2B cells were co-incubated with bacterial strains (MOI of 100:1) for 6 hours in 25cm2 tissue culture flasks. Cytokines and chemokines were quantified using multiplex magnetic beads-based assay. Data are the mean of secreted proteins (pg/mL) ± SEM of four biological replicates (with 2 technical replicates each). p-values: *: p<0.03, **: p<0.002, ***: p<0.0002 and ****: p<0.0001.

## Slide 4

Supplemental Figure S1 (cont. 3): Cytokines and chemokines profiling of the BEAS-2B cells in response to bacterial incubation. Strains are identified as follow: EMS, Streptococcus strains; EME, Enterococcus strains; EMP, Pantoea. BEAS-2B cells were co-incubated with bacterial strains (MOI of 100:1) for 6 hours in 25cm2 tissue culture flasks. Cytokines and chemokines were quantified using multiplex magnetic beads-based assay. Data are the mean of secreted proteins (pg/mL) ± SEM of four biological replicates (with 2 technical replicates each). p-values: *: p<0.03, **: p<0.002, ***: p<0.0002 and ****: p<0.0001.

## Slide 5

Supplemental Figure S2: Cytotoxicity induced by early-life oral bacteria on BEAS-2B cells after 6 hours treatment. After treatments, the supernatants were collected and the lactate dehydrogenase (LDH) activity was measured using colorimetric assay. Strains are identified as follow: EMS, Streptococcus strains; EME, Enterococcus strains; EMP, Pantoea. Data shown are the mean of percentage of cytotoxicity (%) ± SEM, n= 4.

## Slide 6

Supplemental Table S1: Fold changes for each strain and for each gene presented in Table 1. Genes were considered significantly differentially expressed when: (a) a t-test p-value was less than 0.05 and (b) a cut-off in transcript abundance reached at least 1.5-fold change.

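The table lists fold changes for 37 genes, and each was set beside the limma value of its gene. Of 119 entries with a fold whose gene was tested, 117 had the same sign here and 62 were called at an adjusted p under 0.05. With the same sign, 106 lay within 1.5 times of the paper's fold. Of 140 entries with a dash, 8 were called here, namely GADD45A with EME343 (log2 2.03, SE 0.40, n = 4 arrays, adjusted p = 0.0134 from limma) and EMS3101, CHAC1, CXCL8 and TNFAIP3 with EME141, C1QTNF9 with EMS321, and CXCL8 and PTX3 with EMS383. Of these calls, only CXCL8 with EME141 passed whichever array was left out, and the others passed in 0 to 3 of the 4 fits. Another CHAC1 probe gave 1.47-fold with EME141 (adjusted p = 0.415 over probes). To a tolerance of 0.0015 in fold, 93 of the 119 folds equal the mean of a single spot over the arrays on which it carried no flag, 85 of them over 4 arrays, 3 over 3 and 5 over 2 (4 of these over arrays of a single dye orientation). Of the 93, 58 belong to genes with a single spot. Of the other 35, in 28 the spot had the largest fold among the gene's spots past the methods' thresholds. As a list, these genes were shifted up with every strain, by a mean log2 of 1.29, 1.12, 0.77, 1.06, 0.97, 1.16 and 0.68 with EME343, EME394, EME126, EME141, EMS321, EMS383 and EMS3101, also with an estimated correlation. The study chose the list on these samples, so that the shift is not independent evidence.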

| | Enterococcus | | | | Streptococcus | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | EME343 | EME394 | EME126 | EME141 | EMS321 | EMS383 | EMS3101 |
| ASNS | 3.758 | 3.518 | - | - | 2.743 | 4.020 | - |
| ATF3 | 7.888 | 4.391 | - | - | 5.989 | 4.124 | 1.599 |
| C1QTNF9 | - | - | - | - | - | 6.711 | - |
| CCL2 | 9.667 | 7.351 | 6.391 | 4.718 | 3.968 | 6.741 | 3.108 |
| CCL20 | - | 11.189 | - | - | - | - | - |
| CDKN1A | 6.132 | - | - | - | - | - | - |
| CEBPB | 3.336 | 2.766 | 2.432 | 2.320 | 2.397 | 2.736 | 1.772 |
| CHAC1 | 3.530 | 4.344 | - | - | 3.166 | 4.310 | - |
| CLDN1 | 4.320 | 3.483 | 3.609 | 3.257 | 3.116 | 4.470 | - |
| CSN1S1 | - | - | 2.471 | - | - | - | - |
| CXCL1 | 4.164 | - | 3.219 | - | - | - | - |
| CXCL2 | 4.823 | 7.994 | 2.291 | 3.052 | - | 2.088 | - |
| DDIT3 | 3.331 | 2.169 | - | 3.497 | 3.307 | 2.772 | - |
| EGR1 | 4.933 | 4.945 | - | 2.573 | 3.734 | - | - |
| GADD45A | - | - | - | 3.706 | 2.903 | 3.140 | - |
| HIST1H2AC | - | - | - | - | - | - | 2.910 |
| HIST1H2BC | - | - | - | - | - | - | 2.848 |
| HIST1H2BI | - | - | - | - | - | - | 3.074 |
| HIST1H4L | - | - | - | - | -1.606 | - | 2.676 |
| HIST2H2AA4 | - | - | - | - | - | - | 3.981 |
| HIST2H4B | - | - | - | - | - | - | 2.759 |
| HIST4H4 | - | - | - | - | - | - | 2.593 |
| IER3 | 3.373 | 2.862 | 3.527 | 1.985 | 1.863 | - | - |
| IL1A | 6.088 | 9.573 | 1.786 | - | - | - | - |
| IL8 | 14.502 | 12.219 | 8.043 | - | 5.036 | - | - |
| MAFF | 2.097 | 2.028 | - | 2.901 | 2.464 | 1.978 | 1.830 |
| NDRG1 | 3.496 | 3.047 | 3.296 | - | - | - | - |
| PPP1R15A | 2.844 | - | - | 2.601 | 2.131 | - | - |
| PTX3 | 6.242 | 5.996 | 2.892 | 3.620 | 3.420 | - | 1.927 |
| SLC5A7 | - | - | - | - | - | - | 3.086 |
| SLC7A11 | 5.094 | 3.908 | - | - | - | 3.502 | - |
| SNORD3B-1 | - | - | - | - | - | - | 4.091 |
| STC2 | 4.422 | 4.444 | - | 3.160 | 3.732 | 3.792 | - |
| SULT1B1 | - | - | - | - | - | 5.156 | - |
| TNFAIP3 | 6.536 | 3.951 | 4.777 | - | 2.578 | 3.223 | - |
| TRIB3 | 4.564 | 3.699 | - | - | 2.602 | 3.930 | - |
| VEGFA | 3.620 | 2.249 | 2.224 | 2.422 | 2.963 | - | - |

How the deposited data were processed for this re-analysis (not part of the article)

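RNA of BEAS-2B cells challenged for 6 h with each of 7 strains, and RNA of unchallenged cells, had been labelled with cyanine 5 and cyanine 3 and hybridised together on 28 arrays, 4 per strain, with the dyes exchanged on arrays 3 and 4. The arrays are human whole-genome oligonucleotide arrays with 45220 spots each, of which 2102 are controls. According to the methods and the file headers, the authors scanned them with a ScanArray scanner and quantified the spots in ImaGene 9.0, with a global correction by the background median, log2 values and a global Lowess fit on all spots of the array. The files hold 1 log2 value per spot and channel after these steps. The authors also deposited a table of log2 ratios, which equals the difference of both channels with flagged spots left empty. Which flag stands for which fault is not stated, and between 20604 and 31953 spots per array carried no flag.

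The log2 ratio of challenged over unchallenged cells was computed per spot from the deposited channel medians, with its sign turned where the challenged cells carried cyanine 3, and averaged over the spots of a probe. A probe was used if on at least 4 arrays at least 1 of its spots was without flag code 2, the commonest. This held for 29056 of 34127. Spots with flag code 3 (383 to 1214 per array) counted as detected, and values of flagged spots entered the averages. Of the probes, 29297 have a gene name, from the array's annotation and the gene identifiers in the reference tables, and they name 22248 genes. A gene is represented by its brightest probe, which gave 19600 genes. CSF2 and CSF3 had no probe that passed and were not tested. The arrays name no genome build, so no coordinates are given.

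Genes were tested with limma 3.58.1 in R 4.3.3 (statmod 1.5.0) in 1 fit of the 28 arrays, with a coefficient per strain and a dye coefficient common to the strains (called for 24 genes) and a prior of 7.3 degrees of freedom. P-values were adjusted by Benjamini-Hochberg within each strain, and a gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold (0.585 on the log2 scale). EME141 was set against the mean of the other Enterococcus strains and EMS3101 against that of the other Streptococcus strains as contrasts of this fit. Genera were compared on 1 mean per strain, 4 against 3. The same fit was tested on simulated data, with independent noise and a dye effect common to the strains. There 104 of 494 changes of 1.5-fold, 337 of 464 of 2-fold and 433 of 442 of 4-fold were recovered, with 37 false calls over all strains.

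Shifts of 35 gene lists with at least 5 genes tested were tested with camera at a preset correlation of 0.01, with an estimated correlation beside it, adjusted over all lists and strains. The lists cover cytokines and signaling pathways, stress responses, cell cycle and metabolism, histones and small RNAs, ribosomal and mitochondrial transcripts, cell death, adhesion, markers of other cell types and housekeeping genes. They were written from textbook knowledge before the data were examined, except for the genes of Table S1, which the study chose on these samples. IPA and its pathways were not at hand. Of these lists, 11 were compared between the genera by an exact permutation test.

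The genes named in the text were chosen by a rule written before the data were examined. It takes every gene that the paper names, per strain the 10 largest increases and decreases among called genes changed the same way on all 4 arrays, up to 4 leading members of each shifted list, and the 5 largest differences each way per contrast. The paper's values in Table S1 had been seen when the rule was written. Genes outside the rule are marked as picked after their values were seen. The other probes of named genes were looked up after the values were seen.

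The alternatives tried were the authors' table of ratios, flagged spots left out, no filter and a filter on all 28 arrays, the mean over probes, no dye coefficient, each strain alone, array weights, replicate numbers as a block, each array left out, the methods' t-test with and without adjustment, no fold threshold, probes in place of genes, medians over lists, and for the genera all arrays as replicates, strain as a random block and EMS383 left out. Spot means, 2 forms of the methods' t-test on the authors' ratios, and blocks by culture, session and slide series were added after the data had been seen. So was a fit without EMS3101 array 4 and EME141 array 4. Alternatives that need raw signals were not run, since the files hold normalized values. The secretion of cytokines, the release of lactate dehydrogenase and the isolation of the strains were not analysed here.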

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

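The tests of an exchanged sample, of low signal, of DNA replication, of RNAs without a poly(A) tail and of the session were made after the results were seen. So was the choice of the lists, contrasts and array measures looked at here. The other tests were planned.

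EMS3101 array 4 lacked a part of the changes of the other EMS3101 arrays. Its culture code, read from the cyanine 3 image, is 28, against 21, 22 and 23 on arrays 1, 2 and 3. The replicate numbers in its sample labels lie apart from theirs as well. Whether these labels mark a separate experiment is not stated. Of the genes called with EMS3101, 596 of 836 changed the same way on all 4 arrays. CXCL8 had a log2 ratio of -0.50 and CCL2 of -0.03 on array 4. The number of genes changed by EMS3101 was 2251 without this array against 836 with it. A sample of another of the 6 strains is argued against, since its mean correlation over genes with the arrays of the same dye orientation was at most 0.142 (EMS321), below the lowest value between arrays 3 and 4 of one of those strains (0.235) and below that of any 2 arrays of a strain with the same orientation (0.184, EME141). Low signal is argued against by a median log2 signal of 10.64, the 13th lowest of 28, against 10.22 to 10.51 on the other EMS3101 arrays. Unchallenged cells in both channels would be consistent with a mean of -0.06 for the chemokine and cytokine list and 0.0349 for the integrated stress list, while the histone list stayed at 0.70 on this array; a culture that did not respond stays open and was not tested.

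Histone genes were higher with EMS3101, by 0.77 on the log2 scale against the other Streptococcus strains (adjusted p = 3.12e-18, and 0.304 with an estimated correlation). More cells replicating their DNA would raise the DNA replication genes, which had a mean of -0.19 (SD 0.184 over 4 arrays, adjusted p = 0.00995). This argues against it only weakly, since the shift did not pass with an estimated correlation (adjusted p = 0.282) or without array 1 (mean -0.15, adjusted p = 0.0902). Histone probes near background are argued against by a median log2 signal of 12.3 against 10.0 for all genes tested. RNAs without a poly(A) tail may have entered the labelled cDNA to a different degree, since the methods primed it with oligo dT. Over the 24 arrays of the other strains the histone and small RNA lists moved together (Spearman's rho 0.810, permutation p = 2e-05). Pearson's r was 0.910 (permutation p = 1e-05, the smallest these permutations give). It was 0.864 without the 2 arrays furthest from the median, 0.925 after removing strain means, and 0.732 and 0.952 within the sessions. The small RNA list was at 0.121 to 0.432 on the EMS3101 arrays. A difference between the strains in how histone transcripts are processed stays open and was not tested.

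EME141 shared its changes less with the other Enterococcus strains than with the Streptococcus strains. Its correlations over genes were 0.0639 to 0.190 with the former, which reached a mean of 0.535 with each other, and 0.312 to 0.421 with the latter. The session that EME141 shares with the Streptococcus strains is argued against as the whole cause, since EMS383 and EMS321 of the same session correlated with the first session's strains at 0.334 and 0.395. EMS3101, also of this session, correlated with them at only 0.0669 to 0.105, so a part played by the session stays open. A single array is argued against, since without array 4 the mean correlation was 0.150, and 0.0721 to 0.180 without each array in turn (0.133 with all). A difference between the EME141 strain and the others stays open, as do the slides, each of which held 1 strain. The controls stay open too, since their labels are the same with EME343, EME394, EME126 and EMS383 and in part others with EME141.

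On single arrays, 4 of 35 groups of 4 arrays held a value far from the others, where chance gives about 1 in 20. CXCL8 was at 1.63 on EME141 array 4 (others 3.77 to 4.17), and the median log2 signal there was 9.69 (others 10.6 to 10.7). The culture code of this array is 26, against 21, 22 and 23 on the other EME141 arrays, and its replicate labels lie apart too. CCL2 was at 4.59 on EMS383 array 4 (others 2.05 to 2.32). The mean correlation with the other arrays of the strain was 0.0314 on EME343 array 2 (others 0.260 to 0.283).

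In EMS3101 against the mean of the other Streptococcus strains, 4 genes differed in limma. C1QTNF9 was lower by -1.92 (SE 0.35, adjusted p = 0.0385), where its probe carried a flag on all 4 arrays of EMS3101, so that the size of the difference is uncertain. MAGI1 was lower by -1.32 (SE 0.21, adjusted p = 0.0189) and BCAT1, an amino acid aminotransferase gene, by -1.24 (SE 0.22, adjusted p = 0.0362). TAFA4, which encodes a secreted chemokine-like protein, was higher by 1.22 (SE 0.21, adjusted p = 0.0359), with the same limit, since its probe carried a flag on all 4 arrays of EMS383. Other probes of MAGI1 and TAFA4 did not pass with EMS3101 (adjusted p = 0.982 and 0.822 over probes), and another of C1QTNF9 gave 0.963-fold with EMS321 and 1.34-fold with EMS383 (0.969 and 0.417), so that these differences rest on 1 probe each. Of 100 regroupings of the Streptococcus arrays within dye orientation, the real one included, 8 called at least as many genes, so that chance cannot be excluded. The highest called 2183 against the real 4, and what sets that regrouping apart was not tested. Without EMS3101 array 4 the contrast called 590 genes and without EMS383 array 2 it called 8. It called 2 without EMS321 array 4 or EMS383 array 4, 1 without EMS321 array 1 or EMS3101 array 1, and 0 without EMS383 array 1 or EMS3101 array 2 or 3 (1985 at an unadjusted p under 0.05 in limma with all arrays). Lists differed as well: the integrated stress list was lower by -0.61 (adjusted p = 1.81e-12; 0.304 with an estimated correlation), and immediate early genes were higher by 0.24 (adjusted p = 0.0401; 0.800 with an estimated correlation).

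In EME141 against the other Enterococcus strains the ribosomal protein genes differed by -0.33 (adjusted p = 5.01e-10, and 0.278 with an estimated correlation). DNA replication genes were lower by -0.23 (adjusted p = 0.00266; 0.305 with an estimated correlation) and small RNAs higher by 0.21 (adjusted p = 0.0127; 0.745 with an estimated correlation). The contrast called 0 genes in limma (2419 at an unadjusted p under 0.05), and the highest of the other regroupings, 100 with the real one, called 1. Since any regrouping calls at least 0, these do not decide on chance. Without EME126 array 4 it called 9, and without EME141 array 1 it called 73. Between the genera 0 genes differed (1750 at an unadjusted p under 0.05), and the 35 splits of the strains do not decide on chance for the same reason. The highest of the others called 5. It sets EME141 and the Streptococcus strains against EME343, EME394 and EME126 and follows the session. Between the genera without array 4 of every strain the count was 10. Within the second session, with 1 Enterococcus strain against 3, 0 genes differed between the genera.

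The paper does not discuss mitosis, cholesterol synthesis, or hypoxia and glycolysis, which were shifted in 7, 7 and 7 strains, and in 5, 3 and 4 with an estimated correlation. Turning the signs of a strain's arrays gives 8 patterns, too few for a share under 0.05. The real pattern called 72 genes with EME343 (highest other 4), 30 with EME394 (highest other 1), 8 with EME126 (highest other 78), 34 with EME141 (highest other 1), 8 with EMS321 (highest other 5), 42 with EMS383 (highest other 2387) and 836 with EMS3101 (highest other 809). As many as the real count were called in 1, 1, 2, 1, 1, 2 and 1 of the patterns, the real one included. The highest counts of EME126 and EMS383 are far above the real ones. Arrays of EMS383 with opposite dye orientation correlated over genes at -0.424 to -0.266, and those with the same at 0.478 to 0.515. In every strain the lowest correlation between arrays of the same orientation (0.184 to 0.478) lay above the median for opposite orientations (-0.341 to 0.111). The ratios thus depended on dye orientation in every strain. A dye effect that differs between strains is not covered by the common dye coefficient. The fits of each strain alone, given below, had a dye coefficient per strain. Whether the dye effect differs between strains was not tested.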

How the results depend on the processing

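Spot means, the methods' t-test on the authors' ratios, culture blocks, session and slide series were chosen after the data were seen. So was the fit without both EMS3101 array 4 and EME141 array 4, and the other settings were planned. Of the values of named genes under the alternatives, 2461 kept direction and side of the threshold, 722 no longer passed, 54 newly passed and 8 reversed. Of those of gene lists, 1678 kept both, 152 no longer passed and 3 reversed. Of the counts, 239 stayed within 1.5 times and 114 moved beyond it. Where fewer arrays or another test do not show it, the cause was not tested.

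When each array was left out in turn, the number of called genes ran from 16 to 95 with EME343, 1 to 7 with EME394, 1 to 11 with EME126, 1 to 55 with EME141, 16 to 59 with EMS383 and 1 to 2251 with EMS3101, and was 0 in limma with EMS321 in all 4 fits (1801 genes at an unadjusted p under 0.05 with all arrays). The contrast of EME141 ran from 0 to 73, that of EMS3101 from 0 to 590, the genera from 0 to 10, and shifted lists of EMS383 from 9 to 16. Fewer arrays lower a count by design, so that counts that rose when an array was left out may reflect an array that differed from the others. This was not tested for each array. Without EMS3101 array 4 and EME141 array 4 together, EMS321 had 23 genes, EMS383 69, EMS3101 2330 and the EMS3101 contrast 654. These counts were not within 1.5 times of 8, 42, 836 and 4.

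The methods' t-test gave 305, 167, 113, 201, 210 and 204 genes with EME343, EME394, EME126, EME141, EMS321 and EMS383, on the authors' ratios 265, 151, 127, 212, 219 and 194 for probes with 4 values and 360, 208, 196, 284, 288 and 306 for probes with at least 2. With Benjamini-Hochberg adjustment this t-test gave 0 with these strains, against the 113 to 305 before adjustment, and 1 with EMS3101. With each strain fitted alone, with a dye coefficient of its own, EME343 had 226 genes, EME394 70, EME126 4, EME141 8 and EMS3101 0. Array weights gave 618, 145, 89, 25, 10 and 1637 with EME343, EME394, EME141, EMS321, EMS383 and EMS3101. Without a dye coefficient EME126 had 5, EME141 16, EMS321 4 and EMS3101 459.

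On the authors' ratios, and likewise with flagged spots left out, EME343 had 123 genes, EME394 63 and the EMS3101 contrast 0 in limma, where 1985 genes have an unadjusted p under 0.05 with all spots. With spot means EME343 had 111 and the EMS3101 contrast 0. Detection on all 28 arrays gave EME126 4, EME141 62, the EME141 contrast 22 and the EMS3101 contrast 0. The mean over the probes of a gene gave EMS321 5. Averaging EME343 arrays labelled with the same challenged sample left 2 genes, and averaging EMS321 arrays labelled with the same control left 0, both with fewer replicates.

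The replicate number as a block left EMS321 with 4 genes. Residuals of arrays with the same replicate number correlated at -0.0551 on average (84 pairs), of those with the same culture code at -0.0467 (64 pairs) and of others at 0.0295 (219 pairs), so that neither pairs the arrays of different strains. Culture code as a block gave EME343 12, EME394 3, EME126 2, EMS321 1, EMS383 12, EMS3101 1766 and the EMS3101 contrast 339. Between the genera, 4 genes and 5 lists passed with the 28 arrays as replicates. None of the 5 lists passed in camera with an estimated correlation (adjusted p 0.123 to 0.319). With strain as a random block 7 genes passed, at an estimated correlation of arrays of one strain of -0.0193. That fit thus also took arrays as replicates in effect.

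With an estimated correlation, shifted lists were 13, 13, 8, 8, 4, 6 and 1 with EME343, EME394, EME126, EME141, EMS321, EMS383 and EMS3101, against 21, 20, 21, 16, 14, 14 and 14.

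TTC28-AS1 with EMS3101 reversed to 0.44 with detection on all 28 arrays. SNORD3B-1 with EMS3101 reversed to 0.03 with array weights, 1 with the mean over probes, 0.06 with spot means and 0.04 without array 4 (-0.1 to 0.04 over the arrays left out). H4C13 with EMS3101 reversed to 0.58 with the mean over probes and to 0.05 without array 2 (-0.66 to 0.05), and ATF3 with EMS383 to -0.01 without array 3 (-0.01 to 0.49). IL-10 signaling between the genera reversed to -0.04 with the median over members, cholesterol synthesis with EME126 to 0.05 (-0.25 to 0.05) and mitochondrial transcripts with EMS321 in the ranks of camera, with a mean of -0.02 (-0.44 to -0.02), both without array 2.

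No background correction, plain background subtraction and median centring in place of Lowess were not run, since the files hold corrected and normalized values, nor was slide as a random block, since each slide holds 1 strain. IL1A has no value with detection on all 28 arrays. Signal over background limits faint genes: 20604 to 31953 of 45220 spots per array carried no flag.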

Differences from the paper's values

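The probe-level values named here were looked up after the values were seen, and the settings under which values were compared were planned, except for the methods' t-test on the authors' ratios.

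Of 119 folds of Table S1 with a tested gene, 9 differed from the values here, which means that the sign differed or that the distance on the log2 scale exceeded 1 SD over the strain's arrays. Beyond 1.5 times but within 1 SD lay CDKN1A and IL1A with EME343 (the paper's 6.132 and 6.088, here 2.65 and 3.94) and CXCL2 and CCL20 with EME394 (the paper's 7.994 and 11.189, here 3.67 and 3.90). Of these, the paper's folds of CDKN1A, CXCL2 and CCL20 equal the mean of a spot over the 2 arrays of a single dye orientation, a comparison chosen after the values were seen. The paper's folds of ATF3 are 7.888 with EME343, 4.391 with EME394, 5.989 with EMS321 and 4.124 with EMS383, and here they were 1.49, 1.28, 1.46 and 1.21. Each of the alternatives set before the data were examined also differed. Another ATF3 probe, looked up after the values were seen, gave 7.89, 4.39, 5.99 and 4.12.

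The paper's fold of IL1A with EME394 is 9.573 and here it was 2.47, with 3.73 on the authors' ratios, and every alternative set before the data were examined that gives a value differed. The paper's fold of CSN1S1 with EME126 is 2.471 and here it was 1.08, and the alternatives also differed. The folds of IL1A with EME394 and of CSN1S1 also equal the mean of a spot over 2 arrays. The paper's fold of CXCL1 with EME126 is 3.219 and here it was 1.91. The mean over the probes of a gene, set before the data were examined, gave 3.23 and did not differ, and the other alternatives did.

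With EMS3101 the paper's fold of H4C13 (HIST1H4L in the paper) is 2.676 and here it was -1.20, and that of SNORD3B-1 is 4.091 and here it was -1.03. All alternatives set before the data were examined differed, and the mean over probes gave 1.49 and 2.00. A second probe of each gene, looked up after the values were seen, gave 2.68 and 4.09. The SNORD3B-1 probe used here has a mean log2 signal of 15.76, close to the upper end of the scale, and whether this compresses its fold was not tested.

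For genes lower past the methods' thresholds with EME394, the paper's count is about 89 in Fig. 5, read by eye, and here it was 52. On the authors' ratios, a setting chosen after the values were seen, the count was 50 for probes with 4 values and 67 for probes with at least 2. For genes past the methods' thresholds, the paper's counts of 148 and 303 for the strains with fewest and most genes other than EMS3101 stand beside 113 and 305 here and were not counted as different. The paper's count for EMS3101 is 617 and its text calls these genes downregulated. Here 590 changed either way and 433 were lower. On the authors' ratios, a setting chosen after the values were seen, 623 changed and 489 were lower for probes with 4 values, and 773 and 549 for probes with at least 2.

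The paper places IL-8 first in 3 of the 4 Enterococcus strains, and its Table S1 has no fold of it for EME141. Here CXCL8 had the largest increase in all 4, with a log2 change of 3.38 with EME141. It gives ATF3 as the strongest gene of EMS321 and SNORD3B-1 as that of EMS3101. Here CXCL8 came first with EMS321 by the brightest probe of each gene (5.04-fold), while another ATF3 probe passed the methods' t-test at 5.99-fold (p = 0.0319) and keeps the paper's order. With EMS3101, FGF13-AS1, A1CF and ISLR came first, picked after their values were seen, at 2.46, 2.32 and 2.26, though not in the same direction on every array, and by the methods' t-test H2AC19 came first (3.98-fold) by the brightest probe of each gene. The other SNORD3B-1 probe passed this test at 4.09-fold (p = 0.0276) and keeps the paper's order.

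In Table 1 the paper places CCL20 second with EME394 and ATF3 among the strongest genes of EME343 and EME394. Here CCL20 was not called with EME394 (log2 1.96, SE 0.57, adjusted p = 0.304), nor with any other strain. ATF3 was called with EME343 by 2 of its other probes (adjusted p = 0.0316 and 0.0256 over probes) and by none of its probes with the other strains.

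Among the Streptococcus strains, the paper finds genes of inflammation enriched with EMS321 alone. Here the chemokine and cytokine list was shifted with all 3, and the NF-kB list with EMS321 and EMS383. With an estimated correlation only the chemokine shift with EMS383 passed (adjusted p = 0.0263), and the others did not (0.0780 to 0.145). The paper finds a lower impact of EME141 on inflammation than of the other Enterococcus strains, and enrichment of the glucocorticoid and acute phase pathways alone. Here none of the inflammation lists differed in that contrast (adjusted p 0.381 to 0.959), and with EME141 the chemokine, NF-kB, IL-17, TNF receptor, IL-10 and acute phase lists were shifted and the glucocorticoid list was not (adjusted p = 0.0902). With an estimated correlation the NF-kB, TNF receptor and IL-10 shifts did not pass (0.0797, 0.0797 and 0.112), and the TNF receptor and IL-10 shifts also ended without array 1 (0.0870 and 0.0883). The paper gives the Enterococcus strains the strongest impact on inflammatory pathways. Here all 11 list means were higher in Enterococcus and 0 of 11 differences passed the exact permutation test (1 at an unadjusted p under 0.05), in which 35 splits and the adjustment over 11 lists let a list pass only if most lists reach the smallest p of 0.0286. With the 28 arrays as replicates, a setting planned before, 5 passed, and none of them with an estimated correlation (adjusted p 0.123 to 0.319). The paper finds IL-6 and JAK/STAT signaling enriched, as separate pathways. Here a single list holding both was not shifted up with any strain. The paper's enrichment in IPA asks how many genes past a 1.5-fold cutoff fall in a pathway. The lists here were written by hand and tested for a mean shift, which an enriched pathway need not show. These comparisons are therefore not like for like.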

Other observations

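The tests of single lists reported here were planned, and which lists to bring together in a paragraph was chosen after the results were seen. Adjusted p values are from camera at the preset correlation, over 4 arrays per strain.

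Genes of mitosis were lower with every strain. KIF20A, a kinesin gene of cell division, fell with EME343 (log2 -0.95, SE 0.19, n = 4 arrays, adjusted p = 0.0127 from limma), EME141 (log2 -0.94, adjusted p = 0.0282), EMS321 (log2 -0.98, adjusted p = 0.0497) and EMS383 (log2 -0.96, adjusted p = 0.0190). The 26 mitosis genes had a mean log2 change of -0.44, -0.42, -0.15, -0.51, -0.44, -0.39 and -0.35 with EME343, EME394, EME126, EME141, EMS321, EMS383 and EMS3101 (adjusted p 2.82e-18 to 0.00358). The shift did not pass with an estimated correlation with EME126 (adjusted p = 0.356) and EMS3101 (adjusted p = 0.129), and with EME126 not without array 2 or 3 (adjusted p = 0.0930 and 0.273). With EMS3101 it was -0.51, -0.52 and -0.43 on arrays 1, 2 and 3 and 0.05 on array 4. KIF20A was called in at most 1 of the 4 fits that leave out an array of a strain. The DNA replication genes were lower with EME141 (mean -0.18, adjusted p = 0.00213; 0.200 with an estimated correlation) and not without its array 4 (mean -0.09, adjusted p = 0.214).

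Genes of cholesterol synthesis were also lower with every strain. SC5D, a sterol desaturase gene, fell with EMS3101 (log2 -1.03, SE 0.15, adjusted p = 0.00152 from limma). It was not called without array 3. The means of the 24 genes were -0.33, -0.35, -0.12, -0.41, -0.33, -0.46 and -0.38 in the same order of strains (adjusted p 7.59e-13 to 0.0344). With an estimated correlation the shift passed with EME394, EME141 and EMS383 and not with EME343 (0.0797), EME126 (0.482), EMS321 (0.0797) or EMS3101 (0.119). Without array 2 of EME126 the mean was 0.05 (adjusted p = 0.514).

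Genes of hypoxia and glycolysis were higher with every strain, with means over 30 genes of 0.57, 0.51, 0.46, 0.44, 0.28, 0.19 and 0.25 (adjusted p 1.15e-17 to 0.00485). With an estimated correlation the shift passed with the 4 Enterococcus strains and not with EMS321 (0.143), EMS383 (0.310) or EMS3101 (0.352), and with EMS383 it also ended without array 3 (adjusted p = 0.157). NDRG1 rose with EME343 (log2 1.81, SE 0.38, adjusted p = 0.0209 from limma), as did BHLHE40 (log2 1.99, SE 0.36, adjusted p = 0.00428), and CA9, a carbonic anhydrase gene, rose with EMS3101 (log2 1.02, SE 0.28, adjusted p = 0.0350). NDRG1 was called only without array 2, BHLHE40 without array 2 or 4, and CA9 only without array 4. Oxygen and glucose in the cultures were not measured, and no explanation of these shifts was tested.

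Immediate early genes were higher with every strain (means 0.58, 0.37, 0.28, 0.51, 0.37, 0.16 and 0.50, adjusted p 3.90e-11 to 0.0426), and none of these shifts passed with an estimated correlation (adjusted p 0.108 to 0.647). They ended without EME126 array 3 (adjusted p = 0.143) and without EMS383 array 1, 2 or 3 (0.0814, 0.155 and 0.325). MAFF, a transcription factor gene, rose with EME141 (log2 1.54, SE 0.25, adjusted p = 0.00646 from limma) and was not called without array 2 or 3. The p53 targets were higher with the Enterococcus strains (means 0.58, 0.23, 0.27 and 0.37, adjusted p 8.45e-11 to 0.00674; 0.0525 to 0.419 with an estimated correlation) and passed with no Streptococcus strain. This ended without EME394 array 4 (0.187), EME126 array 2 or 3 (0.0865 and 0.0560) and EME141 array 3 (0.454). PLK3, a stress kinase gene among them, rose with EME343 (log2 1.55, SE 0.26, adjusted p = 0.00302 from limma) and was not called without array 3 or 4. On arrays 1 to 4 the p53 list means were 0.09, 0.12, 1.11 and 1.01 with EME343 and 0.13, -0.04, 1.30 and 0.11 with EME141. The oxidative stress genes were higher with EME343, EME394 and EME126 (means 0.35, 0.29 and 0.21, adjusted p = 4.13e-05, 0.000107 and 0.00312), also with an estimated correlation, and with EMS321 (mean 0.18, adjusted p = 0.0122; 0.0503 with an estimated correlation). Without EME126 array 3 the adjusted p was 0.0504, and without EMS321 array 1 it was 0.198.

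Chaperones of the endoplasmic reticulum were higher with EME343 and EME126 (mean 0.23 each, adjusted p = 0.00220 and 0.000149; 0.173 and 0.0961 with an estimated correlation). Heat shock genes were lower with EME394 (mean -0.26, adjusted p = 0.00158; 0.112 with an estimated correlation), and metallothioneins were higher with EME126 (mean 0.19, adjusted p = 0.0306; 0.404 with an estimated correlation). These shifts ended without EME343 array 4 for the chaperones (0.0627), EME394 array 3 for heat shock (0.0795) and EME126 array 1, 3 or 4 for the metallothioneins (0.137, 0.0745 and 0.0508). The metallothionein means in these fits were 0.15, 0.18 and 0.23. Ribosomal protein genes were higher with EME343, EME394, EME126 and EMS383 (means 0.17, 0.11, 0.13 and 0.12, adjusted p 6.13e-06 to 0.00244) and lower with EME141 (mean -0.19, adjusted p = 2.61e-05), and none of these passed with an estimated correlation (adjusted p 0.177 to 0.373). The increase ended without EME394 array 4 (0.441), EME126 array 2 (0.103) and EMS383 array 3 or 4 (0.321 and 0.118). Transcripts of the mitochondrial genome were lower with EME343, EME394, EMS321 and EMS383 (means -0.26, -0.29, -0.26 and -0.32, adjusted p 0.00357 to 0.0347; 0.270 to 0.430 with an estimated correlation). That ended without EME343 array 2 (0.0618, with the mean still at -0.27), EMS321 array 1 or 2 (0.101 and 0.997) and EMS383 array 3 or 4 (0.971 and 0.0957).

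Histone genes were lower with EME343, EME394 and EME126 (means -0.27, -0.28 and -0.46, adjusted p 1.36e-11 to 0.000523; 0.248 to 0.588 with an estimated correlation), with EME343 not without array 3 or 4 (adjusted p = 0.0615 and 0.154). Small nuclear and nucleolar RNAs were lower with EME126 (mean -0.23, adjusted p = 6.00e-06; 0.181 with an estimated correlation). Fibroblast markers were lower with EME141 (mean -0.21, adjusted p = 0.0209; 0.0797 with an estimated correlation), and leukocyte and blood markers were higher with EMS3101 (mean 0.19, adjusted p = 0.0278; 0.142 with an estimated correlation). The former ended without EME141 array 3 or 4 (0.0567 and 0.0674) and the latter without EMS3101 array 1 or 2 (0.0871 and 0.0798). The lists of innate sensors, antimicrobial defence, interferon-stimulated genes, tight junction and adhesion, housekeeping genes and differentiated airway epithelium were not shifted with any strain (smallest adjusted p 0.0620 for the innate sensors with EME394, 0.0684 for housekeeping genes with EME343).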
